# Sex Chromosome-Specific Regulation in the *Drosophila* Male Germline But Little Evidence for Chromosomal Dosage Compensation or Meiotic Inactivation

**DOI:** 10.1371/journal.pbio.1001126

**Published:** 2011-08-16

**Authors:** Colin D. Meiklejohn, Emily L. Landeen, Jodi M. Cook, Sarah B. Kingan, Daven C. Presgraves

## Abstract

The evolution of heteromorphic sex chromosomes (e.g., *XY* in males or *ZW* in females) has repeatedly elicited the evolution of two kinds of chromosome-specific regulation: dosage compensation—the equalization of *X* chromosome gene expression in males and females— and meiotic sex chromosome inactivation (MSCI)—the transcriptional silencing and heterochromatinization of the *X* during meiosis in the male (or *Z* in the female) germline. How the *X* chromosome is regulated in the *Drosophila melanogaster* male germline is unclear. Here we report three new findings concerning gene expression from the *X* in *Drosophila* testes. First, *X* chromosome-wide dosage compensation appears to be absent from most of the *Drosophila* male germline. Second, microarray analysis provides no evidence for *X* chromosome-specific inactivation during meiosis. Third, we confirm the previous discovery that the expression of transgene reporters driven by autosomal spermatogenesis-specific promoters is strongly reduced when inserted on the *X* chromosome versus the autosomes; but we show that this chromosomal difference in expression is established in premeiotic cells and persists in meiotic cells. The magnitude of the *X*-autosome difference in transgene expression cannot be explained by the absence of dosage compensation, suggesting that a previously unrecognized mechanism limits expression from the *X* during spermatogenesis in *Drosophila*. These findings help to resolve several previously conflicting reports and have implications for patterns of genome evolution and speciation in *Drosophila*.

## Abstract 2

Suppression of X-linked transgene reporters versus normal expression of endogenous X-linked genes suggest a novel form of X chromosome-specific regulation in Drosophila testes, instead of sex chromosome dosage compensation or meiotic inactivation.

## Author Summary

Many species have heteromorphic sex chromosomes (*XY* males or Z*W* females) where one sex chromosome (the *Y* or *W*) has degenerated. In the somatic cells of mammals, worms, and flies, the *X*-to-autosome ratio of expression is equalized between the sexes by dedicated sex chromosome-specific dosage compensation systems. In the germline cells of male mammals and worms, however, the *X* chromosome is transcriptionally silenced early in meiosis. Here we have analyzed gene expression in *Drosophila* testes and show that the *X* chromosome lacks both of these types of chromosomal regulation. We find that *X* chromosome-wide dosage compensation is absent from most cells in the *Drosophila* male germline, and there is little or no evidence for *X* chromosome-specific inactivation during meiosis. However, another kind of sex-chromosome-specific regulation occurs. Testes-specific transgene reporters show much weaker expression when inserted on the *X* chromosome versus the autosomes, suggesting that some other, uncharacterized mechanism limits their expression from the *X* during spermatogenesis. The strong suppression of *X*-linked transgenes—but not *X*-linked endogenous genes—suggests that endogenous *X*-linked testes-specific promoters might have adapted to a suppressive *X* chromosome environment in the *Drosophila* male germline.

Heteromorphic sex chromosome systems (with *XY* males or *ZW* females) have evolved independently many times in animals and plants [1]. The difference between the sexes in chromosome copy number—e.g., two *X*'s in females but only one *X* in males—and the general absence of recombination between *X* and *Y* chromosomes have resulted in the evolution of sex chromosome-specific content and organization [2]–[4], rates of mutation and substitution [5], and most conspicuously, chromosome-level regulation. Two kinds of chromosomal regulation, in particular, have evolved repeatedly: dosage compensation, the process that equalizes *X* chromosome gene expression levels between the *XY* and *XX* sexes, and meiotic sex chromosome inactivation (MSCI), the facultative heterochromatinization and early transcriptional silencing of the *X* and the *Y* chromosome in germline cells entering meiosis in *XY* individuals [6],[7].

Dosage compensation, by far the better characterized of the two processes, has evolved in *XY* (mammals, *Drosophila*), *XO* (nematodes), but not, it seems, in *ZW* taxa (birds and Lepidoptera [8],[9]). While mechanisms of dosage compensation differ [10]—from silencing of a single *X* in *XX* female cells in eutherian mammals [11] to hypertranscription of the single *X* in *XY* males in *Drosophila* [12]—its function is to equalize the balance of *X* to autosomal gene expression in the two sexes [13]. Dosage compensation seems especially necessary for genes requiring similar expression in the two sexes, e.g., “housekeeping” genes [14], but perhaps less so for sex-specific ones. In the mouse female germline, dosage compensation appears mostly absent, as both *X* chromosomes are transcriptionally active in meiotic oocytes [15]. In the *Drosophila* male germline, the status of *X* chromosome dosage compensation is less clear. In male somatic tissues, the canonical dosage compensation complex (DCC), which comprises at least five proteins (MSL1, MSL2, MSL3, MLE, and MOF) and two RNAs (*roX1* and *roX2*), is targeted to degenerate high-affinity binding sequences enriched on the *X* chromosome and spreads to transcriptionally active genes where it facilitates hyper-transcription by directing acetylation of histone H4 on lysine 16 (H4Ac16) and enhancing the elongation of RNA polymerase II [10],[16],[17]. In the male germline, however, three of the five DCC proteins are not detectable, and H4Ac16 is not enriched on the *X* chromosome [18]. Two of the three DCC proteins that are absent in the testes have also been shown to be genetically dispensable for male fertility [18]–[21]. While MLE is present in testes and essential for male fertility, it does not localize to the *X* chromosome [18]–[21]. Microarray studies have nevertheless reported that the *X:* autosome of gene expression is equal in ovaries and testes, consistent with *X* chromosome dosage compensation [2],[3],[22]. Together these findings have suggested that a DCC-independent mechanism of *X* chromosome dosage compensation occurs in the *Drosophila* male germline [22],[23].

MSCI, which is less well characterized, occurs in mammals, nematodes, grasshoppers (*XO*), and possibly in birds [24]. In mice, MSCI is observable cytologically in pachytene spermatocytes as the *X* and *Y* chromosomes are sequestered into a distinct region of the nucleus [25]. During MSCI, multiple epigenetic modifications are localized to the *X* and *Y* (reviewed in [7]) and there are profound consequences for *X* chromosome gene expression—over 80% of *X-*linked genes decrease in expression by 10-fold or more [26]. Although 33 multicopy *X*-linked gene families are actively transcribed post-meiotically [27], most single-copy *X* chromosomal genes remain repressed in post-meiotic spermatids [26]. The function of MSCI is also less obvious than dosage compensation. The most general model posits that MSCI functions to silence selfish segregation distorter elements, which tend to accumulate preferentially on the *X* chromosome [28]–[32] (for other possible functions, see [7],[33]). Surprisingly, the existence of MSCI in *Drosophila* has been disputed for decades. Lifschytz and Lindsley argued that MSCI is universal and essential in all male *XY* taxa [6],[34]. They inferred MSCI in *Drosophila* from cytological and genetic findings including, but not limited to, their claim of allocyclic condensation of the *X* chromosome in primary spermatocytes and the dominant male-specific sterility of ∼75% of *X-*autosome translocations [6]. Consistent with Lifschytz and Lindsley's observations, Rastelli & Kuroda [18] found that H4Ac12, a histone mark enriched in heterochromatin in somatic cells, may label the *X-Y* cluster in late primary spermatocytes, whereas H3K4me3, a histone mark associated with active transcription, may be depleted from the *X-Y* cluster [35]. Kremer et al. [36], however, claim that the euchromatin of the *X* is entirely decondensed during a considerable period of first meiotic prophase, “contradictory to the results and the model of Lifschytz and Lindsley” (p. 158). McKee and Handel [33] further suggest that the cytological evidence for MSCI in *Drosophila* is inconclusive and the genetic data indirect. Instead, they argue that MSCI functions to prevent harmful crossing over between *X* and *Y* chromosomes in the *XY* sex, and as *Drosophila* male meiosis is achiasmate, MSCI need not occur.

Two recent experiments appear to provide renewed support for MSCI in *Drosophila*. First, Parsch and colleagues [37],[38] found that the promoter sequence of *ocnus*, an autosomal gene that encodes a putative sperm-specific histone (possibly a transition protein or protamine) [39], can drive strong testis-specific expression of a *lacZ* reporter when transgenes are inserted onto autosomes but not when inserted onto the *X* chromosome. Similar results have been observed for autosomal versus *X*-linked transgene inserts with the promoter of another testis-specific gene, *β2*-*tubulin* [40]. Second, using stage-specific microarray analyses of premeiotic, meiotic, and postmeiotic cell populations dissected from testes, Vibranovski et al. [41] found a small but significant excess of genes on the *X* chromosome that show reduced expression in meiotic relative to premeiotic stages of spermatogenesis. These studies are consistent with MSCI but provide somewhat conflicting pictures of the process. The transgene reporter assays, for instance, suggest that MSCI reduces expression from the *X* chromosome more than 5-fold [37],[40], whereas the microarray analyses suggest that MSCI is relatively weak, causing only ∼10% reduction in the expression of *X*-linked genes in meiotic cells on average [41].

In this article, we study the regulation of the *Drosophila X* chromosome in the male germline, revisiting earlier studies and reporting results from new analyses and experiments. First, we show that, contrary to previous reports, the *X* does not appear to undergo *X* chromosome dosage compensation in the *Drosophila* male germline. Second, we find no evidence for an excess of *X*-linked genes showing reduced expression in meiotic cells in the previously published microarray data [41], suggesting that MSCI in *Drosophila* either does not exist or is sufficiently weak to escape detection by microarray analysis. Finally, we find that the sperm-specific *ocnus* transgenes show much lower expression when *X*-linked versus autosomal, as previously reported [37],[38], but that this marked chromosomal difference is established early, in premeiotic cells. In the *Drosophila* male germline, then, both a lack of dosage compensation and an as yet unrecognized premeiotic mechanism appear to limit expression from the *X* chromosome. Our results help to resolve several seemingly conflicting findings regarding the regulation of the *X* chromosome in the *Drosophila* male germline and have implications for patterns of genome evolution and speciation in *Drosophila*.

## Results

### No *X* Chromosome Dosage Compensation in *Drosophila* Spermatocytes

In the *Drosophila* male germline, decreased expression from the *X* chromosome could plausibly reflect MSCI or the stage-specific loss of *X* chromosome dosage compensation. To distinguish these possibilities, we asked if *X* chromosome dosage compensation occurs in premeiotic spermatocytes. 

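The thorax of an adult fly holds mainly flight muscle, together with fat body, nerve, trachea, cuticle and blood cells, so its RNA is rich in transcripts for contraction and for mitochondrial energy supply. Males carry a single X chromosome in these cells and females carry a pair. RNA was pooled from 100 thoraxes of mated flies aged 1 to 6 d for each hybridization, and 4 pools of male thorax and 4 pools of female thorax were each hybridized to 1 Agilent Drosophila array in 1 colour. Replicates 1 and 2 of male and female thorax shared slide 1, male thorax replicates 3 and 4 shared slide 2 with premeiotic replicates, and female thorax replicates 3 and 4 shared slide 3 with premeiotic replicates.
Each array carried 43603 spots for 32162 distinct probes, of which 9841 were spotted more than once. Agilent Feature Extraction subtracted the background and corrected spatial trends in each array, and the authors deposited this processed signal with no scaling between arrays. Between 71.0% and 74.4% of probes were well above background on the male thorax arrays, with median signals of 314.8 to 617.4, and between 64.4% and 72.6% were on the female thorax arrays, with median signals of 254.7 to 439.8. From 112 to 199 spots per male array and from 128 to 186 per female array were set aside as uneven or as outliers among their replicate spots. The number of arrays limits the precision of every thorax value.
The log2 of the mean signal of each probe's spots was averaged over the 4 arrays of a tissue. A gene of the Release 6 reference table was found for 19482 probes (13059 genes), of which 3193 probes lay on the X chromosome, 16032 on the 4 large autosomal arms, 199 on the fourth chromosome and 30 on the Y chromosome. Genes were compared between tissues with limma, all 12 arrays in 1 fit, after each array's 75th percentile was set equal. This test covered 12058 genes, each by its probe of highest mean, and a gene is called higher or lower at an adjusted p under 0.05 from limma.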

As controls, we first estimated levels of *X* chromosome dosage compensation in male somatic tissues, using microarrays to assay gene expression in thorax dissected from adult males and females. 

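Genes of yolk and sex determination differed between male and female thorax, while none of the genes of muscle structure was called. Of the 12058 genes tested, 27 were higher and 84 were lower in male than in female thorax, against 443 and 738 at an unadjusted p under 0.05. The yolk protein genes are X-linked and are transcribed in the female fat body and ovary. Yp1 had a log2 fold change of -11.62 in males against females (standard error 0.63, adjusted p = 2.1e-06 from limma), Yp2 one of -9.59 (standard error 0.40, adjusted p = 2.0e-07) and Yp3 one of -9.85 (standard error 0.66, adjusted p = 1.0e-05). The scaled log2 signal of Yp1 was -5.06 ± 1.57 (SD, n = 4) in male thorax and 6.57 ± 0.23 (SD, n = 4) in female thorax. Without male thorax replicate 3, Yp1 fell by 12.41 and Yp3 had -10.45, which was -9.23 without male thorax replicate 4. The gene dsx, whose spliced forms direct somatic sex, was higher in males by 3.83 on the log2 scale (standard error 0.31, adjusted p = 3.9e-05) at its brightest probe, although its probes were called in both directions. Of 8 genes of yolk and sex determination, listed before the data were examined, 1 was higher and 3 were lower, or 1 and 4 when adjusted over the list alone (camera, adjusted p = 5.2e-05, and adjusted p = 0.035 with an estimated correlation). The fatty acid elongase gene eloF and the desaturase gene Fad2, which build the long-chain pheromones of females, fell by 6.37 and 6.20 on the log2 scale. The odorant-binding protein gene Obp99a fell by 6.27. The gene dhd, which encodes a thioredoxin of the female germline, fell by 8.03 (standard error 1.06, adjusted p = 0.00255), with 1 of 4 male arrays well above background. Its scaled log2 signal ran from -2.09 to 3.34 among the female arrays, and its change was -7.21, -9.02 and -7.34 without female thorax replicate 1, 2 and 4. Fad2 had -6.94 without female thorax replicate 1. The cytochrome P450 gene Cyp4d14 was at least 26.7-fold higher in males, since no female array had it well above background (adjusted p = 5.3e-04).
None of 27 genes of muscle structure was called by limma, and 0 passed at an unadjusted p under 0.05 (camera, adjusted p = 0.999). Act88F, the actin of indirect flight muscle, had a scaled log2 signal of 5.57 ± 0.72 (SD, n = 4) in males and 5.85 ± 1.03 (SD, n = 4) in females. Mhc, the muscle myosin heavy chain gene, had 5.92 ± 0.51 and 5.59 ± 0.91 (SD, n = 4 each). Of 13 genes of glycolysis and the glycerol phosphate shuttle, limma called 0, with 1 lower at an unadjusted p under 0.05. Of 23 genes of the respiratory chain and ATP synthase, limma called 0, with 6 lower at an unadjusted p under 0.05 (camera, adjusted p = 1.7e-06, and adjusted p = 0.497 with an estimated correlation), and relative to all genes the medians of the glycolysis and respiratory chain lists, which were -0.10 and -0.41, came to 0.21 and 0.06 under quantile normalization. That of the muscle list was 0.09, and 0.26 under quantile normalization. Of 14 fat body genes 3 were lower, the yolk protein genes themselves, and 0 were higher (camera, adjusted p = 5.6e-05, and adjusted p = 0.298 with an estimated correlation). Without scaling between arrays 26 genes were higher and 39 lower, and with each array's median set equal 5 and 35.
Within slide 1, which holds replicates of both sexes, 465 genes were higher and 624 lower, and with slide as a block 20 were higher and 79 lower. Within that slide the median of the muscle list was -0.26, and 2 genes of the yolk and sex determination list were higher and 4 lower. The number called was 1108 without premeiotic replicate 1, whose spread enters the shared fit and on which 22.4% of bright probes read low, and it was 63 and 61 without male thorax replicates 1 and 2.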

Cells in the thorax are likely to be similar between the sexes (i.e., largely comprising flight muscle), thus minimizing the confounding effects of sex-specific gene expression. Global gene expression is indeed highly correlated between male and female thorax (*r = *0.972, *p*<10^−15^; Figure S1). Furthermore, the difference in median expression level between *X*-linked and autosomal probes is negligible, with autosomal probes showing 0.98- and 1.04-fold higher expression levels in males and females, respectively, than *X*-linked ones (Figure 1A). 

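Examples of single genes of muscle, nerve, fat body and energy supply stood at like levels in male and female thorax, while others, such as the yolk protein genes on the fat body list, differed. up, the gene of flight muscle troponin T, had a scaled log2 signal of 4.56 ± 0.92 (SD, n = 4) in males and 4.21 ± 1.12 (SD, n = 4) in females. Snap25, which encodes a synaptic membrane fusion protein, had 2.94 ± 0.29 and 3.16 ± 0.29 (SD, n = 4 each). Adh, the alcohol dehydrogenase gene of the fat body, had 6.59 ± 0.23 and 6.48 ± 0.17 (SD, n = 4 each). Gpo1, the mitochondrial enzyme of the glycerol phosphate shuttle, had 5.28 ± 0.20 and 5.46 ± 0.20 (SD, n = 4 each). Across all 32162 probes, the mean log2 signals of male and female thorax had Pearson's r = 0.985 and Spearman's rho = 0.981. These are correlations across probes, which are not independent replicates.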

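In the thorax of both sexes the medians of X-linked and autosomal probes lay close together, although males carry a single X chromosome. X-linked and autosomal transcripts were compared through 2808 X-linked and 14425 autosomal probes that reached a log2 signal of 7.0 in at least 1 of the 3 tissues. The median of autosomal probes minus that of X-linked probes was -0.04 on the log2 scale in male thorax, a 0.97-fold difference with a 95% bootstrap interval of -0.16 to 0.14 (2-sided permutation test over probes, p = 0.66, Mann-Whitney p = 0.947). In female thorax it was 0.04, a 1.03-fold difference with an interval of -0.12 to 0.19 (permutation p = 0.618, Mann-Whitney p = 0.974). Taken in each array separately, the difference was -0.02 ± 0.03 (SD, n = 4) in males and 0.01 ± 0.01 (SD, n = 4) in females. The change from female to male thorax, taken probe by probe, had a median that differed by -0.01 between autosomal and X-linked probes (permutation p = 0.546), and the values per array gave an exact permutation p of 0.171. Within slide 1 alone this change was also -0.01, and with slide as a block it was -0.04 (permutation p = 0.0074). Over probes well above background on all arrays of the tissue the autosomal median was higher, by 0.21 in male thorax (permutation p = 0.0019) and by 0.15 in female thorax (permutation p = 0.0371).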

As expected, in these cells, the *X* chromosome is fully dosage compensated and there is equal expression from the *X* and the autosomes in both sexes.

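The dosage compensation complex binds the single X chromosome of males and raises its transcription. It consists of the proteins MSL-1, MSL-2, MSL-3, MLE and MOF and the noncoding RNAs roX1 and roX2, which are made from the X chromosome. The gene of roX1 (lncRNA:roX1 in the reference table) was higher in male than in female thorax by 8.57 on the log2 scale (standard error 0.51, adjusted p = 4.7e-06 from limma), from a scaled log2 signal of -4.51 ± 0.39 (SD, n = 4) in females to 4.07 ± 0.29 (SD, n = 4) in males. That of roX2 (lncRNA:roX2) was at least 311-fold higher in males, since 0 of 4 female arrays had it well above background (adjusted p = 1.1e-05). The gene msl-2, whose protein limits assembly of the complex, had a log2 fold change of 1.66 (standard error 0.43, adjusted p = 0.124), which passed at an adjusted p of 7.0e-04 without premeiotic replicate 1. The other subunit genes did not pass, with log2 fold changes of 0.09 for msl-1, 0.16 for msl-3, 0.27 for mle and 0.43 for mof. Of the 7 genes of the complex, 2 were higher in males and 0 were lower, or 3 and 0 when adjusted over the list alone (camera, adjusted p = 4.7e-07, and adjusted p = 0.048 with an estimated correlation). From the small difference between the autosomal and X-linked medians in both sexes (Figure 1A), the paper concludes that the X chromosome is fully dosage compensated in thorax.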

**Figure 1:**
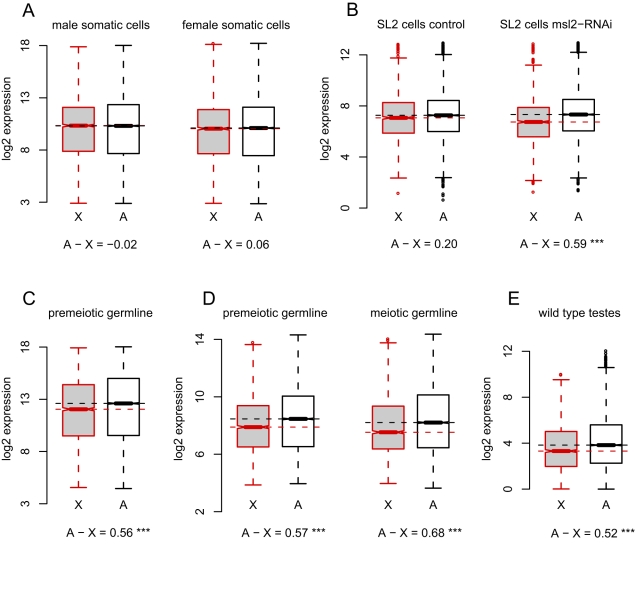
*X* chromosome and autosomal gene expression are consistent with no dosage compensation in *Drosophila* primary spermatocytes. (A) Autosome and *X* chromosome expression in cells in the male thorax and female thorax. (B) Autosome and *X* chromosome gene expression from control cells and from *SL2* cells in which dosage compensation has been knocked down by RNAi against *msl2* [43]. (C–E) Autosome and *X* chromosome gene expression in the male germline. Premeiotic cells were dissected from the apical tip of the testes; meiotic cells were dissected from the proximal region of the testes. Data in (C) are from Agilent *Drosophila* gene expression microarrays; (D) shows previously published data [41] using Affymetrix GeneChips. (E) Previously published [48] RNA-seq data from wild-type testes. *** *p*<0.001 (Mann-Whitney test).

To determine the magnitude of the *X*-autosome difference in expression expected in the absence of dosage compensation, we referred to data from published microarray experiments using *Drosophila* male-like *SL2* cells in which mRNA encoding the limiting dosage compensation protein, MSL2 [42], was knocked down by RNA interference (RNAi) [43]. In control cells treated with RNAi against GFP, autosomal genes have a slight (1.15-fold) but significantly higher median expression than *X*-linked genes (Mann-Whitney *P*_MW_ = 0.01; Figure 1B), whereas in *msl2*-knockdown cells, autosomal genes have a 1.51-fold higher median expression than *X*-linked ones (*P*_MW_<10^−15^; Figure 1B). Impairment of the DCC in these experiments therefore results in a 1.31-fold reduction in *X-*linked gene expression relative to the autosomes. Similar RNAi knockdown of *msl2* and *mof* in *SL2* cells, with gene expression measured by RNA-seq, results in a 1.35-fold decrease in *X*-linked gene expression relative to autosomes [44]. Similarly, male larvae carrying mutations at the *roX* loci show a 1.20-fold difference between *X* and autosomal expression [45],[46]. Loss of DCC-dependent dosage compensation therefore results in a 1.2- to 1.4-fold decrease in expression of *X*-linked genes compared to autosomal ones.

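The apical tip of the testis holds the stem cell niche, the dividing spermatogonia and the early spermatocytes, the germ cells that have not yet entered the meiotic divisions. The sheath around the testis is a somatic layer of pigment cells and smooth muscle. RNA from 760 apical tips, pulled out of the sheath, was pooled for each of 4 hybridizations from mated males aged 1 to 6 d. Each pool was hybridized to 1 array of the design used for thorax. Premeiotic replicates 1 and 2 shared slide 2 with male thorax replicates, and premeiotic replicates 3 and 4 shared slide 3 with female thorax replicates.
The authors deposited the background-subtracted signal of the scanner software for each array, and the steps from there were those used for thorax. Between 57.8% and 75.0% of probes were well above background, and the median signal was 718.4 to 1337.8 per array. The 75th percentile of log2 signal lay between 13.52 and 13.78, against 10.86 to 11.71 in male thorax and 10.48 to 11.23 in female thorax. From 201 to 389 spots per array were set aside. On premeiotic replicate 1, 4327 of the 19351 probes that were bright on the other premeiotic arrays (22.4%) read at least 8-fold lower, and its signals correlated with the other premeiotic arrays at r = 0.808 to 0.812. That array was kept in all means and tests, with its removal as an alternative.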

To directly test for *X* chromosome dosage compensation in the *Drosophila* male germline, we used microarrays to assay gene expression in cells dissected from the apical tip of the testes with the somatic and DCC-expressing [18] cells of the surrounding testes sheath removed. These apical dissections comprise hub cells, germline and somatic stem cells, somatic cyst cells, mitotic spermatogonia, and early primary spermatocytes, which grow for approximately 3 d following their last mitotic division prior to the first meiotic division [47]. 

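The premeiotic arrays carried the transcripts of germline stem cells, of dividing spermatogonia and of spermatocytes, with thorax as the somatic reference. Of 19 genes of germline stem cells and spermatogonia, 16 were higher and 2 were lower in premeiotic cells than in male thorax, in which testis transcripts read at 0.80% of their premeiotic level on replicate 3. bgcn, which acts with bam to end the spermatogonial divisions, was higher by 8.88 on the log2 scale (standard error 0.50, adjusted p = 6.4e-09 from limma). The germline gene stil was higher by 9.73 (standard error 0.82, adjusted p = 2.2e-07), and bam by 3.41 (standard error 0.78, adjusted p = 0.00141). Both bgcn and stil were well above background on 1 male thorax array, replicate 3, so these sizes rest on signals near background, and without that array they were at least 690-fold and 1327-fold higher. The value for bam was 2.78 without male thorax replicate 1 and 4.06 without male thorax replicate 4. The gene ovo fell by 4.49, and its locus also encodes an epidermal transcription factor. Of 21 genes of the mitotic cell cycle and DNA replication, 18 were higher and 1 was lower, with the mitotic kinase genes aurB and aurA higher by 7.90 and 7.20.
Of 15 meiotic arrest and meiotic entry genes, which switch on the spermatocyte program, 14 were higher and 0 were lower. Among them, tomb, a subunit of the testis meiotic arrest complex, was higher by 8.77 (standard error 0.62, adjusted p = 1.0e-07). Of 26 genes of spermatocyte and spermatid differentiation, 25 were higher and 1 was lower. Rbp4, an RNA-binding protein of spermatocytes, was higher by 8.42, Mst84Da, a protein of the sperm tail, by 9.45, and betaTub85D, the tubulin of the meiotic spindle and sperm tail, by 8.92 (standard error 1.23, adjusted p = 2.2e-05). Without male thorax replicate 3 betaTub85D was higher by 10.14, Rbp4 by 9.09, Mst84Da by 10.74 and tomb by 9.71. Without male thorax replicate 1 or 2, betaTub85D was higher by 8.05 and 8.21 and Mst84Da by 8.66 and 8.53. The fit without premeiotic replicate 1 gave 8.18 and 8.86, but each such fit chose a gene's probe of highest mean again. The premeiotic arrays spanned only 3.86 to 4.03 for betaTub85D and 3.79 to 3.91 for Mst84Da. Those values therefore come from other probes and do not show the influence of that array. Of 8 Y-linked fertility genes 7 were higher and 1 was lower, and of 8 axonemal dynein genes, 3 of them Y-linked and on both lists, 7 were higher and 1, Dhc93AB, was lower. kl-5, a Y-linked dynein heavy chain gene of the sperm tail, was higher by 7.48, with 1 of 4 male thorax arrays, replicate 4, well above background, and at least 236-fold higher without it. These 6 lists had camera adjusted p of 5.5e-04, 3.3e-04, 5.2e-05, 3.5e-06, 0.0232 and 0.0166 in the order given, and adjusted p = 0.314 to 0.419 with an estimated correlation. The lists of Y-linked fertility genes and of axonemal dynein heavy chains and outer arm genes did not pass with no scaling between arrays (adjusted p = 0.0816 each). The counts adjusted over the list alone were equal to these.
The somatic cells of the tip gave a mixed picture. Of 14 genes of hub and somatic cyst cells 4 were higher and 6 were lower (camera, adjusted p = 0.817), and without scaling 9 were higher and 2 lower. esg, a transcription factor of hub and stem cells, was higher by 4.47 and chinmo, a transcription factor of cyst stem cells, by 3.42, while cher, the filamin gene, fell by 6.00 and dpp, a growth factor gene, by 4.20. Of 8 genes of the sheath's pigment cells and muscle, 3 of which (Mhc, Act57B and Act87E) are also on the list of muscle structure, 1 was higher and 6 were lower (camera, adjusted p = 0.101), a balance that came to 3 and 3 without scaling. The sheath gene that was higher was Sox100B, a transcription factor gene, by 2.26, while Mhc fell by 8.08. Within slide 2 alone, 15 of the germline genes were higher and 1 lower, 16 and 0 of the mitotic genes, 13 and 0 of the meiotic arrest genes and 25 and 1 of the spermatocyte and spermatid genes, and with slide as a block the counts for these 4 lists were those over all arrays.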

We chose these dissected cells (for convenience, hereafter called “premeiotic”) rather than whole testes to avoid conflating our results with meiosis-specific *X* chromosome regulation, such as MSCI. In these premeiotic cells, median absolute expression of autosomal probes is 1.47-fold higher than *X*-linked probes (*P*_MW_<10^−6^; Figure 1C). 

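In premeiotic cells, X-linked transcripts gave a weaker signal than autosomal ones. The median log2 signal was 11.72 over the 2808 X-linked probes and 12.33 over the 14425 autosomal probes. The difference of 0.61, which is 1.52-fold, had a 95% bootstrap interval of 0.39 to 0.81 (1.31-fold to 1.75-fold). A permutation test over probes gave p = 1.0e-05, the smallest that 100000 permutations can give, and the Mann-Whitney test gave p = 1.9e-10. Taken in each premeiotic array separately the difference was 0.66 ± 0.03 (SD, n = 4), from 0.63 to 0.69. The arrays' own values were higher in each of the 4 premeiotic arrays than in each thorax array (exact permutation test, p = 0.0286 against male thorax and against female thorax, the smallest p that 4 arrays against 4 allow). The premeiotic value exceeded that of male thorax by 0.71 within slide 2 and that of female thorax by 0.64 within slide 3. Without premeiotic replicate 1, with its low probes, the difference of the tissue means lay within the range of 0.61 to 0.68 that leaving out any array gave.

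**Figure D1:**
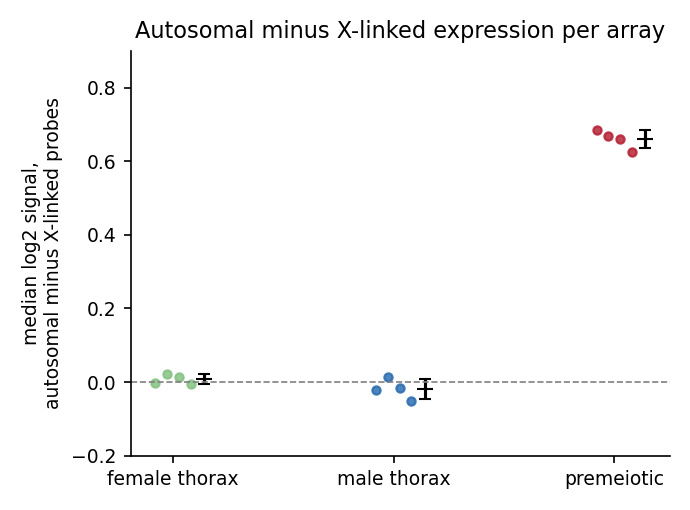
Median log2 signal of autosomal probes minus that of X-linked probes (y axis, log2) in each array of premeiotic cells, male thorax and female thorax (x axis), with points for arrays and black marks for the mean ± SD (n = 4). The 4 premeiotic arrays lie between 0.63 and 0.69, above all thorax arrays.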

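X-linked genes were less frequent among the brightest transcripts of premeiotic cells. Probes of genes for the sperm tail and the spermatocyte program, such as the autosomal gene betaTub85D with a scaled log2 signal of 3.95 ± 0.08 (SD, n = 4), were among the brightest, and bgcn, an autosomal gene of spermatogonia, had 2.08 ± 0.50 (SD, n = 4). In the brightest 10% of premeiotic probes, 211 were X-linked and 1712 were autosomal, so that 11.0% were X-linked against 16.6% of all probes on these chromosomes (odds ratio 0.59, Fisher's exact test, p = 3.0e-13). This share ranged from 10.7% to 11.1% when any 1 array was left out. The difference between the autosomal and X-linked medians depended on how many dim probes were removed. With 0%, 10%, 20%, 30% and 40% of the probes removed, autosomal probes were 1.54-fold, 1.52-fold, 1.63-fold, 1.63-fold and 1.50-fold brighter. With 50% removed the difference was 0.47 on the log2 scale, and with 60%, 70%, 80% and 90% removed it was 0.21, 0.19, 0.18 and 0.11. Without premeiotic replicate 1 these values were 0.32, 0.28, 0.18, 0.17 and 0.06 in the same order. Thorax was not at 0 at every step either. With 40%, 50% and 60% removed the difference was 0.21, 0.27 and 0.16 in male thorax and 0.22, 0.24 and 0.15 in female thorax. At 60% the premeiotic value of 0.21 was thus little above that of thorax. With 90% removed the difference was -0.16 in male thorax and -0.07 in female thorax.

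**Figure D2:**
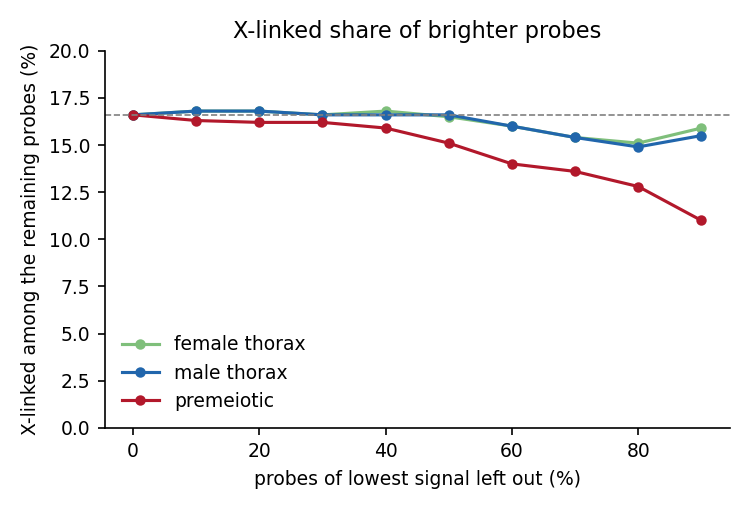
X-linked share of the remaining probes (y axis, percent) against the share of probes of lowest signal left out (x axis, percent, in steps of 10%) for the mean signals of premeiotic cells, male thorax and female thorax (lines), with a dashed line at the share among all probes. The premeiotic line falls from 16.6% to 11.0%, below both thorax lines.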

The precise magnitude of this *X-*autosome difference depends somewhat on the extent to which lowly expressed probes are filtered from the analysis but ranges from 1.39-fold to 1.54-fold (Figure S2).

To evaluate the generality of our estimated ∼1.5-fold difference in *X*-autosome expression, we analyzed data from two previous studies. In the first study, Vibranovski et al. [41] dissected three populations of cells from *Drosophila* testes: apical tips enriched for premeiotic cells; proximal cells enriched for late-stage primary and meiotically dividing spermatocytes (hereafter “meiotic”); and distal cells enriched for postmeiotic cysts and elongating spermatids (hereafter “postmeiotic”). We observe a similar *X*-autosome expression difference in their premeiotic dissections that included the somatic testis sheath [41]: autosomal probes show 1.48-fold higher median expression than the *X* (*P*_MW_<10^−10^; Figure 1D). In proximal dissections (which did *not* include testis sheath) [41], the autosomes show a 1.60-fold higher median expression than the *X* (*P*_MW_<10^−10^; Figure 1D). In the second study, Gan et al. generated RNA-seq data from whole testes [48]. Based on 19,849,063 uniquely mapped reads, we estimate that autosomal genes show 1.44-fold greater expression versus *X-*linked genes (*P*_MW_<10^−10^; Figure 1E).

In addition to comparing expression from the *X* and the autosomes within a tissue, we compared differences in expression between cell types for *X-*linked and autosomal genes. The *msl2*-RNAi experiments [43] again provide a useful control, where the median difference in expression between *msl2*-knockdown cells and control cells is 1.05-fold for autosomal probes and 0.80-fold for *X*-linked probes (Figure 2A). The difference in expression levels between cells with and without dosage compensation in these experiments is therefore 1.32-fold lower for *X-*linked genes than for autosomal genes. 

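Premeiotic cells and male thorax differed in most genes. The transcripts of contraction, nerve, blood cells and energy supply were low in premeiotic cells. Of the 12058 genes tested, 4493 were higher and 5267 were lower in premeiotic cells than in male thorax, with a median log2 fold change of -0.38 over all genes. The division depends on the scaling: 7056 were higher and 2490 lower without scaling (median 1.97), and 5583 and 3283 with each array's median set equal (median 0.98). Against female thorax 4373 genes were higher and 5327 were lower, with 7408 and 2220 without scaling and 5346 and 3456 with each array's median set equal. Within slide 2 alone 6723 genes differed between premeiotic cells and male thorax, and 9637 did with slide as a block.
Some of these genes lay near background in 1 of the tissues. Dic3, a mitochondrial dicarboxylate carrier gene, was higher by 10.16 on the log2 scale (standard error 0.65, adjusted p = 1.7e-08 from limma), nxf4, of the family of mRNA export factors, by 10.10, and SkpF, of the Skp family of ubiquitin ligase subunits, by 10.04. The X-linked gene whe fell by 13.96 (standard error 0.30, adjusted p = 6.3e-12), Mpcp1, the mitochondrial phosphate carrier gene, fell by 13.13 (standard error 0.27, adjusted p = 5.7e-12), and the cuticle protein gene Cpr65Au fell by 12.69. Dic3, nxf4 and SkpF were well above background on 1 of 4 male thorax arrays, and whe, Mpcp1 and Cpr65Au on 1 of 4 premeiotic arrays, so the sizes of these changes rest on signals near background. Without male thorax replicate 3, which held testis transcripts, no male thorax array had Dic3, nxf4 or SkpF well above background, and they were at least 1907-fold, 1754-fold and 2062-fold higher. Without premeiotic replicate 1 Cpr65Au was at least 11194-fold lower. The troponin T gene up was at least 7033-fold lower. Over 15 alternatives its log2 fold change, here -12.78, ran from -13.08 to -5.31, so this bound does not hold under all of them. Each alternative chose the gene's probe again, so the end at -5.31 may be that of another probe.
Of 27 genes of muscle structure 26 were lower and 0 were higher (limma, 22 lower and 2 higher without scaling), with the flight muscle actin gene Act88F lower by -12.09. All 13 genes of glycolysis and the glycerol phosphate shuttle and all 23 of the respiratory chain and ATP synthase were lower at this scaling. Among them, the shuttle enzyme gene Gpo1 fell by 8.59 and Cyt-c1, a subunit of complex III, by 5.62. The smallest changes were -1.47 in the glycolysis list and -2.59 in the respiratory chain list. Without scaling the median over all genes moved from -0.38 to 1.97, a shift larger than that smallest glycolysis fall. Of 15 genes listed as testis or germline copies of energy genes 11 were higher and 4 were lower. The 4 are Gapdh2, which is also on the glycolysis list, and levy, COX8 and UQCR-Q, which are general subunits of the respiratory chain. ATPsynbetaL, a copy of the ATP synthase beta subunit gene, was higher by 9.18 (9.90, 8.39 and 8.47 without male thorax replicate 3, 1 and 2), while ATPsynbeta itself fell by 5.55, and fell by 4.19 without premeiotic replicate 1. The value of 9.90 may be that of another probe of ATPsynbetaL. Of 13 genes of neurons 12 were lower and 1 was higher, and of 11 genes of haemocytes and trachea 11 were lower. Snap25 was at least 2949-fold lower, and NimC1, a receptor of phagocytic blood cells, fell by 6.51. Of 14 fat body genes 11 were lower and 0 were higher, with Adh down by -8.51. Within slide 2 alone 24 muscle genes, 13 glycolysis genes, 22 respiratory chain genes, 11 genes of neurons, 10 of haemocytes and trachea and 10 of fat body were lower. These lists had camera adjusted p of 1.1e-08, 6.7e-05, 2.4e-07, 0.0384, 0.00106, 8.7e-04 and 0.00876 in the order given, and adjusted p = 0.314 to 0.48 with an estimated correlation. The value of the testis or germline copies of energy metabolism genes was 0.185 with no scaling between arrays, 0.0724 with quantile normalization and 0.0549 without premeiotic replicate 1, so that list passed only under some of the settings.
Of 80 ribosomal protein genes 78 were lower and 1, RpS28-like, was higher, whereas without scaling 2 were lower and 12 higher (camera, adjusted p = 1.8e-14, and adjusted p = 0.314 with an estimated correlation). Of 11 germline or testis copies of ribosomal protein genes 5 were higher and 3 were lower, and without scaling 9 were higher and 0 lower (camera, adjusted p = 0.336). Of these, RpL10Aa was higher by 9.76 and RpL22-like by 9.18 (10.09 for RpL22-like without male thorax replicate 3 and 8.38 without male thorax replicate 1). RpL10Aa was well above background on male thorax replicate 3 alone of the male thorax arrays, and without it was at least 1640-fold higher. Among the ribosomal protein genes proper, RpL22 fell by 4.76, and fell by 3.51 without premeiotic replicate 1. Of 8 testis-specific proteasome subunit genes 7 were higher and 0 were lower (camera, adjusted p = 8.6e-04, and adjusted p = 0.314 with an estimated correlation), with Prosalpha6T higher by 9.73, or at least 1562-fold higher without male thorax replicate 3, the 1 male thorax array that had it well above background. Of 19 somatic proteasome genes 13 were higher and 3 were lower (camera, adjusted p = 0.0914, and adjusted p = 0.00829 for the somatic proteasome subunits with no scaling between arrays), and Rpt5, an ATPase of the proteasome cap, was higher by 1.68 (standard error 0.19, adjusted p = 4.3e-06).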

The analogous difference in expression between germline and somatic cells is complicated by large tissue-specific differences in gene expression (Figure 2B). However, despite the confounding effects of tissue-specific expression, the difference in median expression levels between male thorax and premeiotic dissections is 1.48-fold lower for *X*-linked probes than for autosomal probes, a value similar to that from the *msl2*-RNAi experiments. Thus, across three independent experiments using differently dissected stages of spermatogenesis, whole testes, and across three different gene expression assays (Affymetrix microarrays, Agilent microarrays, and RNA-seq), we find that the *X* chromosome has reduced expression relative to the autosomes. 

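The median expression of X-linked genes fell further below that of autosomal genes in premeiotic cells than in male thorax. Taken probe by probe, the signal in premeiotic cells exceeded that in male thorax by a median of 1.82 on the log2 scale over autosomal probes and of 1.13 over X-linked probes, with no scaling between arrays. The difference of 0.70, which is 1.62-fold, had a 95% bootstrap interval of 0.51 to 0.87 (1.42-fold to 1.83-fold). Over probes, the permutation test gave its smallest possible p and the Mann-Whitney test gave 3.5e-10. The values of the separate arrays differed by 0.68 between premeiotic cells and male thorax. Every alternative to the processing kept its direction and its call, over a range of 0.46 to 0.76.
The median of the X chromosome stood at -0.66 ± 0.03 (SD, n = 4) from that of the autosomal arms in premeiotic cells, 0.02 in male thorax and -0.01 in female thorax. In premeiotic cells arm 2L stood 0.29 ± 0.10 (SD, n = 4) above the other autosomal arms, 2R at -0.09 ± 0.10 (SD, n = 4), and 3L and 3R at -0.08 each. In male thorax 2L stood at -0.14 ± 0.03 and 2R at 0.21 ± 0.03 (SD, n = 4 each). The fourth chromosome, which carries 191 of the probes kept, stood at -2.37 ± 0.47 (SD, n = 4) in premeiotic cells and at 1.93 ± 0.09 (SD, n = 4) in male thorax, with premeiotic replicate 1 the farthest apart at -3.07.

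**Figure D3:**
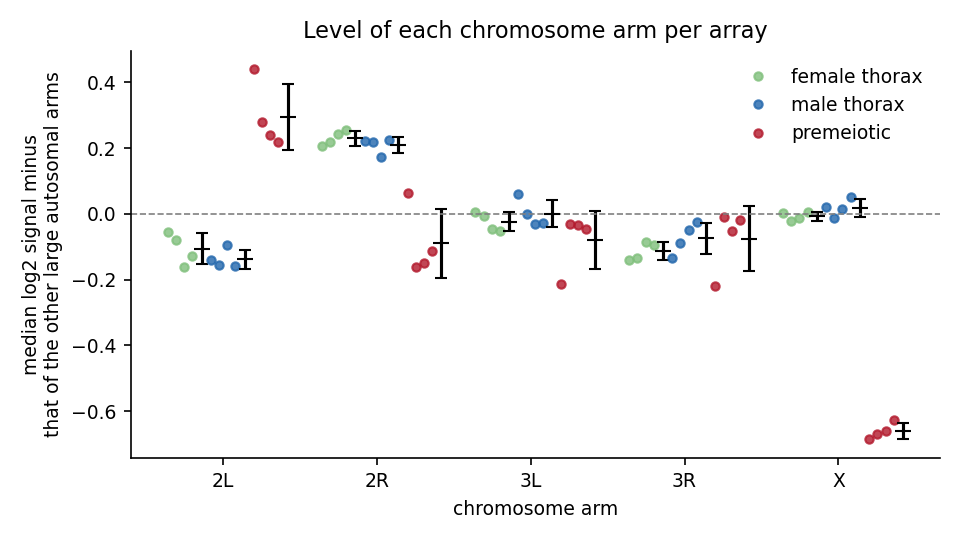
Median log2 signal of the large chromosome arms (x axis) minus that of the other large autosomal arms (y axis, log2) in each array of premeiotic cells, male thorax and female thorax (colours), with points for arrays and black marks for the mean ± SD (n = 4). The X chromosome lies at -0.66 in premeiotic cells and near 0 in both thoraxes.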

The magnitude of this difference is strikingly similar to that seen for experimentally manipulated cells lacking dosage compensation. We therefore conclude that *X* chromosome dosage compensation is absent from most of the *Drosophila* male germline.

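The genes of the dosage compensation complex were not all low in premeiotic cells. Against male thorax the noncoding RNAs were low and mof was high. The gene of roX1 (lncRNA:roX1) was lower in premeiotic cells than in male thorax, with a log2 fold change of -6.20 (standard error 0.51, adjusted p = 1.8e-07 from limma), and that of roX2 (lncRNA:roX2) was lower by -5.25 (standard error 0.57, adjusted p = 2.2e-06). The fit without premeiotic replicate 1 gave -6.16 for roX2. That value comes from another probe, since the other premeiotic arrays stood at -5.39 to -5.17 and male thorax at a mean of 0.56. Scaled log2 signals of roX1 were -2.14 ± 1.27 (SD, n = 4) in premeiotic cells, with replicate 1 at -0.23 and the others at -2.82 to -2.71. The gene msl-2 fell by 3.16 (standard error 0.43, adjusted p = 1.8e-05), from 0.12 ± 0.38 to -3.04 ± 1.00 (SD, n = 4 each), while without scaling it fell by 0.82 and did not pass (adjusted p = 0.11). The histone acetyltransferase gene mof was higher by 2.12 (standard error 0.34, adjusted p = 9.0e-05). The chromodomain gene msl-3 was higher by 3.38 at its brightest probe (standard error 0.20, adjusted p = 8.5e-09), but its probes were called in both directions against each thorax, so its direction stays open. The gene msl-1 did not pass (0.55, standard error 0.27, adjusted p = 0.0783), although it passed without scaling at 2.89 and with quantile normalization at 1.10. The helicase gene mle did not pass either (0.14, standard error 0.80, adjusted p = 0.88), with 0.12 ± 2.20 (SD, n = 4) in premeiotic cells because replicate 1 read -3.19 against 1.14 to 1.28 on the others, and without that array its log2 fold change was 1.24 (adjusted p = 4.1e-07). Against male thorax 2 genes of the 7 were higher and 3 were lower (camera, adjusted p = 0.985), and without scaling 4 were higher and 2 lower. Against female thorax 5 were called higher at their brightest probe, of which msl-1 and msl-3 had probes called in both directions (camera, adjusted p = 0.117, and adjusted p = 0.439 with an estimated correlation), and 1, msl-2, was lower at -1.50 (standard error 0.43, adjusted p = 0.00607), which without scaling was higher by 1.15 and with quantile normalization did not pass (-0.67, adjusted p = 0.186). There roX1 was higher in premeiotic cells by 2.37 (standard error 0.51, adjusted p = 9.3e-04) and roX2 was at least 8.2-fold higher. The paper reasons from the lower expression of X-linked than autosomal genes in germ cells, and from its likeness in size to that in cells without the complex, and concludes that dosage compensation is absent from most of the male germline. Its discussion also draws on earlier work that found the complex absent from testes and no enrichment of H4Ac16 on the X chromosome there. Its introduction adds that the MLE protein is present in testes, though not located on the X chromosome. The values given here are of RNA and do not measure the proteins.

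**Figure D4:**
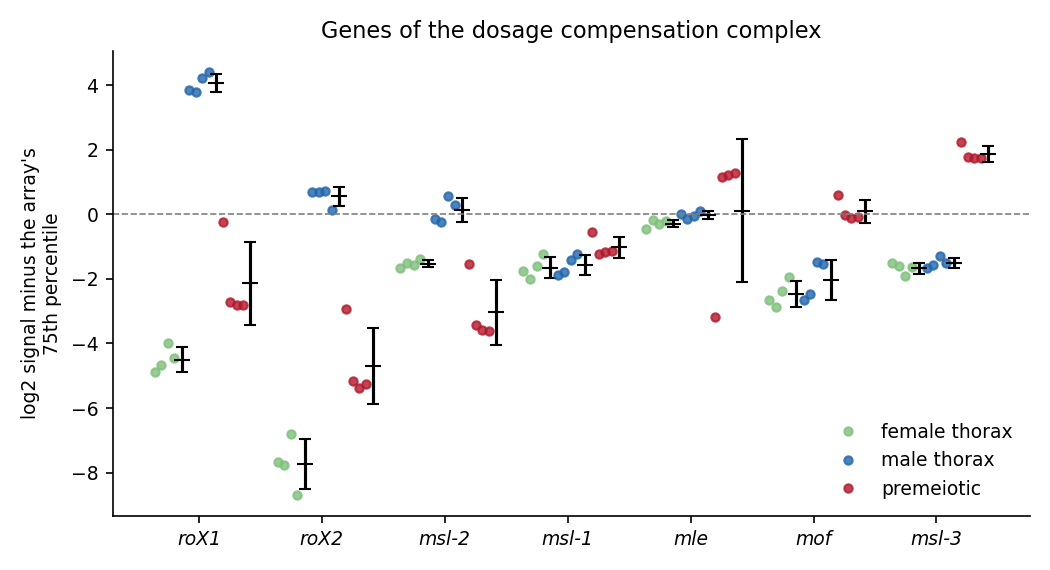
Scaled log2 signal (y axis, log2 signal minus the array's 75th percentile) of the 7 genes of the dosage compensation complex (x axis) in premeiotic cells, male thorax and female thorax, with points for arrays and black marks for the mean ± SD (n = 4). roX1 lies at -2.14 in premeiotic cells, 4.07 in male thorax and -4.51 in female thorax, and against male thorax msl-2 is lower in premeiotic cells at this scaling and does not pass the test without scaling.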

**Figure 2:**
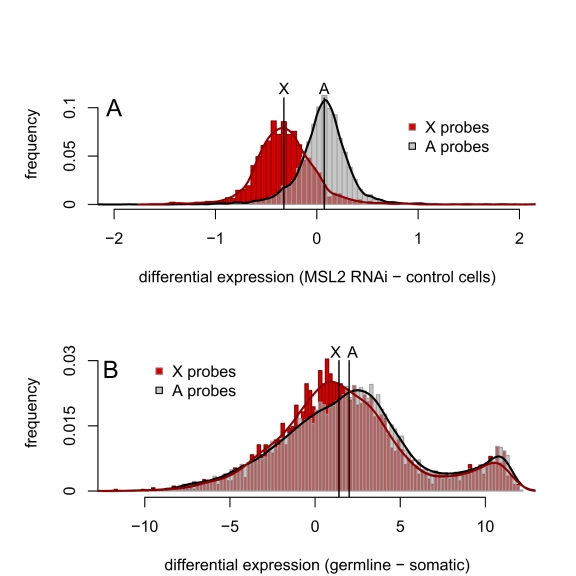
Differences in *X*-linked and autosomal gene expression between male-like *SL2* cells with and without dosage compensation are similar to the differences between somatic and germline cells in males. (A) The distributions of expression differences between *msl2*-RNAi and control cells for *X* chromosome and autosomal probes [43]. (B) The distributions of expression differences between male germline cells and male thorax tissue for *X* and autosomal probes. Black lines indicate the median values of each distribution; the difference between the median log2 expression of autosomal and *X-*linked probes is 0.398 in (A) and 0.568 in (B).

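Genes of the X chromosome were called lower in premeiotic cells more often than autosomal genes, and higher less often. Of 1872 X-linked genes tested, 578 were higher and 936 were lower than in male thorax, with a median log2 fold change of -0.98. Of 9812 genes on the large autosomal arms, 3806 were higher and 4135 were lower, with a median of -0.21. The odds ratio for an X-linked gene was 1.37 for a lower call (Fisher's exact test, p = 4.3e-10) and 0.70 for a higher call (p = 6.0e-11). The X-linked gene CG1835 was higher by 6.88 on the log2 scale (standard error 0.36, adjusted p = 3.5e-09 from limma), while CG14629, also X-linked, fell by 7.81 (standard error 0.21, adjusted p = 3.5e-11). Of the X-linked genes with a known role in the soma, N, the Notch receptor gene, fell by 4.71 and dnc, a cyclic AMP phosphodiesterase gene, fell by 5.94, with -4.95 without premeiotic replicate 1. The fits without female thorax replicate 1 or 2 gave -4.96 for dnc. No female array enters this difference, so that value comes from another probe of dnc, chosen anew in those fits.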

### *X* Chromosome Expression in the *Drosophila* Female Germline and in Germline Stem Cells

To test if reduced expression from the *X* is a general feature of germline expression, rather than a male-specific absence of germline *X* chromosome dosage compensation, we estimated *X* and autosomal expression levels in wildtype ovaries from the RNA-seq data of Gan et al. [48]. In contrast to the testes, autosomal genes show 0.89-fold *lower* median expression than *X-*linked genes (*P*_MW_ = 0.027; Figure 3). Reduced expression from the *X* relative to the autosomes is therefore specific to the testes and not a general property of germline gene expression in *Drosophila*.

**Figure 3:**
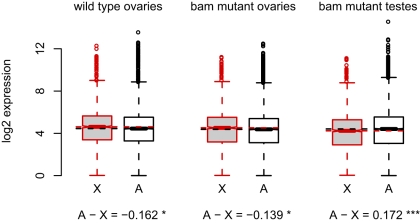
*X* chromosome and autosome expression is similar in ovaries and germline stem cells. RNA-seq data [48] from wild-type ovaries, *bam* mutant ovaries, and *bam* mutant testes. * *p*<0.05, *** *p*<0.001 (Mann-Whitney test).

We also estimated *X* and autosomal expression levels using RNA-seq data from mutant male and female germline tissue in which development is arrested at an early stage [48]. The *bag-of-marbles (bam)* gene is required for male germline cells to exit the mitotic divisions and begin primary spermatocyte development, and *bam* mutant gonads are consequently enriched for undifferentiated germ-line stem cells and mitotic spermatogonia [49],[50]. In *bam* ovaries, *X-*linked and autosomal expression levels are similar to wild-type ovaries: autosomal genes show 0.91-fold lower median expression than *X*-linked genes (*P*_MW_ = 0.035; Figure 3). In *bam* mutant testes, however, we find that autosomal genes show a 1.13-fold higher median expression than *X-*linked genes (Figure 3), a value that is significantly different from zero (*P*_MW_<0.001), but smaller than the ∼1.45-fold difference seen in wild-type testes. Notably, primary spermatocytes are absent from *bam* testes but likely constitute most of the premeiotic cells dissected from the apical tip of the testes. The discrepancy in the *X*-autosome difference in expression between *bam* testes (1.13-fold) and premeiotic dissections (1.45-fold) therefore suggests that the *X*-autosome difference in expression increases in differentiating primary spermatocytes.

### *X* Chromosome Expression in Late Meiotic Spermatocytes—A Modest Dearth of Upregulated Genes But No Excess of Downregulated Genes

The magnitude of the *X*-autosome difference in expression in *Drosophila* testes described above is consistent with a lack of *X* chromosome dosage compensation but not with global inactivation of the *X*. In mice, MSCI initiates at pachytene of prophase I [7], resulting in transcriptional silencing of more than 80% of *X*-linked genes [26],[27]. Assuming *Drosophila* males experience a similar stage-specific inactivation of the sex chromosomes, cells in late prophase I undoubtedly represent a small proportion even of meiotic dissections enriched for late primary spermatocytes. Any signal of MSCI might therefore only be detected by comparing the changes in *X* and autosomal expression across different stages of spermatogenesis [41]. As described above, Vibranovski et al. [41] dissected populations of cells from wild-type testes enriched for premeiotic, meiotic, and postmeiotic cells and assayed gene expression with microarrays. Using a novel Bayesian analysis of all *X-*linked and autosomal probes, these authors reported a small but significant excess of *X-*linked genes downregulated in meiotic dissections relative to premeiotic dissections (56% of *X-*linked versus 52% of autosomal genes identified as testis-expressed in FlyAtlas [51], see Figure 3 in [41]).

To assess the robustness of this putative signal of MSCI, we reanalyzed these microarray data by identifying individually significant changes in gene expression between stages of spermatogenesis with probe-level *t* tests, using a false discovery rate (FDR) of 0.05 to correct for multiple tests (see Figure S3) [52]. Our conclusions do not qualitatively change with increasing FDR stringency or when using an arbitrary 2-fold cutoff for determining significant changes in expression between stages of spermatogenesis (Tables S1–S6). Table 1 shows the number of probe sets significantly differentially expressed by chromosome arm between premeiotic, meiotic, and postmeiotic cells. In the early transition (premeiotic→meiotic cells), 38% and 37% of *X*-linked and autosomal probes, respectively, show significant decreases in expression, whereas 24% and 31% of *X*-linked and autosomal probes show significant increases in expression, respectively (Table 1). While the proportion of genes downregulated in meiotic cells is similar for the *X* and autosomes (Fisher's exact test *P*_FET_ = 0.190), the *X* has a significant paucity of genes upregulated in meiotic cells (*P*_FET_ = 4.5×10^−10^). Of those probes that show significant changes in the early transition, the median magnitude of decreased expression is similar for the *X* and autosomes (Table 2), but *X-*linked probes show significantly smaller increases in expression (*P*_MW_ = 3.66×10^−5^). The deficit of upregulated *X-*linked genes in the early transition was found by Vibranovski et al. [41], but they also reported a small but significant excess of *X-*linked genes downregulated in the early transition, which we do not observe.

**Table 1:** Number of genes with significant differences in expression between stages of spermatogenesis.

Chr Arm	# Expressed	Early Changes (Premeiosis:Meiosis)		Late Changes (Meiosis:Postmeiosis)		Net Change (Premitosis:Postmeiosis)	
		Down	Up	Down	Up	Down	Up
2L	2,204	764 (34.7%)	739 (33.5%)	846 (38.4%)	672 (30.5%)	898 (40.7%)	879 (39.9%)
2R	2,356	926 (39.3%)	699 (29.7%)	862 (36.6%)	762 (32.3%)	947 (40.2%)	941 (39.9%)
3L	2,335	834 (35.7%)	741 (31.7%)	822 (35.2%)	714 (30.6%)	934 (40.0%)	937 (40.1%)
3R	3,009	1,096 (36.4%)	903 (30.0%)	1,094 (36.4%)	911 (30.3%)	1,237 (41.1%)	1,185 (39.4%)
4	58	39 (67.2%)	6 (10.3%)	22 (37.9%)	19 (32.8%)	29 (50.0%)	14 (24.1%)
X	1,943	741 (38.1%)	**469 (24.1%)**	**601 (30.9%)**	656 (33.8%)	744 (38.3%)	734 (37.8%)
A^a^	9,904	3,620 (36.6%)	**3,082 (31.1%)**	**3,624 (36.6%)**	3,059 (30.9%)	4,016 (40.6%)	3,942 (39.8%)
X versus A (*FET p*-value)		0.190	**4.51**×**10^−10^**	**1.64**×**10^−6^**	0.013	0.065	0.099

a Autosomal totals exclude genes on the 4th chromosome.

**Table 2:** Median log2 magnitude of changes in expression between stages of spermatogenesis.

Chr Arm	Early Changes (Premeiosis:Meiosis)			Late Changes (Meiosis:Postmeiosis)			Net Change (Premeiosis:Postmeiosis)		
	Down	Up	Up + Down	Down	Up	Up + Down	Down	Up	Up + Down
2L	−0.86	0.96	0.10	−1.34	0.88	−0.46	−1.71	1.07	−0.64
2R	−0.86	1.01	0.15	−1.32	0.93	−0.39	−1.73	1.07	−0.66
3L	−0.86	0.92	0.06	−1.38	0.81	−0.57	−1.64	0.94	−0.70
3R	−0.85	0.85	0.00	−1.32	0.88	−0.44	−1.68	0.99	−0.69
4	−0.87	1.11	0.24	−1.03	1.49	0.46	−1.46	0.81	−0.65
X	−0.91	**0.84**	−0.07	**−1.15**	0.93	−0.22	**−1.45**	**0.89**	−0.56
A^a^	−0.86	**0.92**	0.06	**−1.33**	0.88	−0.45	**−1.69**	**1.01**	−0.68
X vs A (*MW P*-value)	0.143	**3.66**×**10^−5^**	—	**1.28**×**10^−4^**	0.891	—	**4.97**×**10^−6^**	**6.84**×**10^−4^**	—

a Autosomal totals exclude genes on the 4th chromosome.

A different pattern emerges for the late transition (meiotic→postmeiotic cells): 31% and 37% of *X*-linked and autosomal probes, respectively, show significant decreases in expression, whereas 34% and 31% of *X*-linked and autosomal probes show significant increases in expression, respectively (Table 1). The *X* has a significant deficit of probes downregulated in postmeiotic cells (*P*_FET_ = 1.6×10^−6^), and a marginally significant excess of probes upregulated in postmeiotic cells (*P*_FET_ = 0.013). During the late transition, the magnitude of decreased expression is significantly less for the *X* than for the autosomes (*P*_MW_ = 1.28×10^−4^; Table 2), whereas the magnitude of increased expression is similar (*P*_MW_ = 0.891).

The behavior of the *X* chromosome in the *Drosophila* male germline is therefore distinct from MSCI as it occurs in mammals [26], at least at the resolution afforded by these dissections. Instead of an inactivation of the *X* chromosome during prophase I that results in strong decreases in the number and magnitude of expressed *X*-linked genes that then largely persists throughout the remainder of spermatogenesis [26],[27], we see an overall dampening of the change in gene expression on the *X* relative to the autosomes: a smaller proportion of *X*-linked genes change in expression at either stage of spermatogenesis and, of those that do change, the median fold-change is ∼10%–20% smaller than that seen on the autosomes (Tables 1 and 2, Figure S3).

In contrast to the rest of the genome, the largely heterochromatic fourth chromosome shows an excess of downregulated genes in the meiotic dissections (Table 1): 67% of fourth chromosome probes decrease expression in the early transition (Fisher's exact test of fourth chromosome probes versus all others: *P*_FET_ = 3.5×10^−6^), whereas only 10% increase expression (*P*_FET_ = 7.6×10^−4^). The magnitude of expression changes at both transitions is, however, similar for the fourth and the *X* and autosomes (Table 2). The fourth chromosome results show that combining these testes dissections with microarray analysis [41] provides sufficient resolution to detect large-scale chromosome-wide changes in expression during spermatogenesis. The absence of a comparable pattern for the *X* chromosome is thus not simply due to a lack of statistical power or experimental resolution.

It is worth noting that the genes showing significant changes in expression in meiotic cells relative to premeiotic ones fit what might be expected of *Drosophila* spermatogenesis. Those showing significantly elevated expression in meiotic cells, for instance, are enriched for functions in microtubule activity (e.g., dynein complex, axoneme function) and sperm development (e.g., vesicle and membrane docking), whereas those showing significantly reduced expression are enriched for transcriptional functions (e.g., RNA pol II activity, RNA splicing, mRNA processing). These findings are consistent with overall reduced postmeiotic *de novo* transcriptional activity and a shift to posttranscriptional mechanisms of development during spermatogenesis in *Drosophila* [47],[49],[53],[54].

### Differential Somatic Contamination between Premeiotic and Meiotic Cell Dissections

Our inference that there is little signal of MSCI in these dissections [41] is conservative, as the proportion of *X*-linked genes downregulated in meiotic cells is likely overestimated in these microarray data. The premeiotic dissections from the apical tip of the testes included the surrounding testes sheaths—which are somatic, express the DCC [18], and are thus presumably dosage compensated—whereas the meiotic dissections from the proximal regions of the testes included only germline cells [41] that lack *X* chromosome dosage compensation (see above). The presence of contaminating sheath tissue could therefore inflate *X* chromosome expression levels in premeiotic samples, causing a spurious inference of downregulation in meiotic cells. To test for an effect of the presence of somatic sheath cells on the observed expression of *X*-linked genes in premeiotic versus meiotic cells in the microarray data, we dissected three cell populations from the testis: apical tips with testis sheath (premeiotic + sheath), apical tips without testis sheath (premeiotic), and proximal dissections without sheath (meiotic). Using quantitative reverse transcriptase-PCR (qPCR), we assayed expression of 15 genes: 12 at different cytological positions on the *X* with high overall expression levels in the microarray data and significant changes from meiotic cells to premeiotic cells, and three chosen as normalizing controls because they showed no significant change in expression between premeiotic and meiotic cells (*CG1440* on the *X*, *Tub84D* on *3R*, and *CG10252* on *3R*; see Materials and Methods).

Relative expression levels of all 12 genes in both our premeiotic dissections including sheath and meiotic dissections recapitulate the previous microarray analysis well (Figure 4A,B) [41]. For 11 of the 12 genes, our qPCR results show the same direction and similar magnitude of expression change between stages (Table 3). All 12 *X*-linked genes show greater expression in premeiotic cells with the testis sheaths than when the sheaths are removed (binomial test *p* = 4.9×10^−4^; Figure 4C). This difference is significant for six of the 12 genes (*p*<0.05), and highly significant when all 12 genes are pooled (*p*<10^−8^; Table 3). These results suggest that, on average, the differences in expression levels of *X*-linked genes between premeiotic and meiotic cells in Vibranovski et al. [41] might be overestimated by as much as 36%. Consequently, the proportions and magnitudes of *X*-linked genes upregulated and downregulated in meiosis shown in Tables 1 and 2 are likely underestimates and overestimates, respectively. Sheath contamination also likely contributes to the greater difference between *X* and autosomal expression seen in the meiotic dissections relative to the premeiotic dissections (Figure 1C).

**Figure 4:**
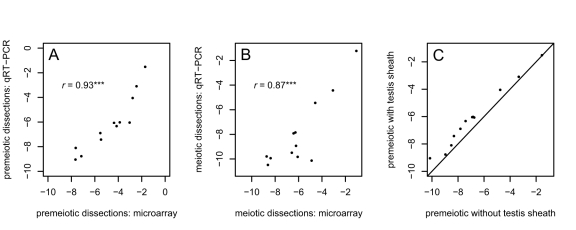
qRT-PCR analysis indicates the contaminating effect of testis sheath has a detectable effect on gene expression. (A & B) qRT-PCR results for 12 genes from premeiotic and meiotic dissections show good correspondence with previously published microarray results [41]. (C) Apical dissections (premeiotic cells) including the testis sheath show slight but detectable increases in the expression of *X*-linked genes relative to apical dissections from which the sheath has been removed. *** *p*<0.001.

**Table 3:** Contamination by somatic testis sheath has detectable effects on changes in gene expression between stages of spermatogenesis.

Gene	Cytological Location	*X* Chromosome Coordinate	Ps - M^a^ Microarray	Ps - M^a^ qRT-PCR	Ps - Pn^b^ qRT-PCR	Sheath Effect^c^	Sheath Effect *p* Value^d^
*CG14629*	1E	945569	0.72	1.02	0.91	89%	0.088
*CG3655*	1E	967938	0.92	1.69	0.40	24%	0.149
*CG14805*	2B	1771351	2.03	3.80	0.81	21%	0.044
*CG14806*	2B	1774329	0.45	1.34	0.23	17%	0.032
*Notch*	3C	3028904	1.29	1.71	0.18	11%	0.324
*dunce*	3C	3070474	0.93	2.07	0.88	43%	0.036
*Cdc42*	18E	19591116	1.63	1.39	0.70	50%	0.011
*CG12703*	18E	19644832	1.73	1.77	0.68	38%	0.047
*Cyp6v1*	19E	20528810	0.56	0.89	1.10	124%	0.113
*CG1835*	19E	20539348	−0.81	−0.29	0.03	−9%	0.544
*penguin*	19E	21217529	1.68	4.09	0.86	21%	0.055
*Helicase*	20A	21256541	1.90	2.60	1.08	42%	0.014
All genes			1.09	1.84	0.66	36%	6.68×10^−9^

Gene expression differences are log2 fold-change between the various dissections. qRT-PCR values were normalized by three control genes (see Materials and Methods).

a Premeiotic dissections with testis sheath included − meiotic dissections.

b Premeiotic dissections with testis sheath included − premeiotic dissections with testis sheath removed.

c Sheath effect is calculated as the ratio of (Ps−Pn)/(Ps−M) from qRT-PCR.

d *p-*value calculated from paired *t* tests between Ps and Pn.

### *X* Chromosome-Specific Reduction in *WOL* and *YLZ* Transgene Expression Is Independent of Spermatogenic Stage

We next extended the analysis of two transgenes used by Hense et al. as putative reporters of MSCI in *Drosophila* [37]. In both transgene constructs, *lacZ* expression is driven by a 110-bp promoter-containing sequence from the 5′-region of *ocnus* (*ocn*), an autosomal (*3R*) gene that encodes a putative sperm-specific histone [37],[39]: *P[wFl:ocn:lacZ:w^+^]* and *P[y^+^:YEStes:ocn:lacZ]* (hereafter *WOL* and *YLZ*, respectively). *WOL* and *YLZ* constructs differ from one another in two ways: *YLZ* possesses the *ocn* 3′-UTR downstream of *lacZ* as well as flanking Suppressor of Hairy-wing binding sites, which function as chromosomal insulators [37]. Previously, Hense et al. [37] showed that *X*-linked inserts of the *WOL* and *YLZ* transgenes show significantly lower expression than autosomal inserts in both mRNA and protein levels in males.

We confirmed that the transgenes show strong sex- and chromosome-specific expression differences by assaying mRNA transcript levels in whole adult females homozygous for single *X*-linked or autosomal transgene inserts and in whole adult males hemizygous for single *X*-linked inserts and heterozygous and homozygous for autosomal inserts. Our qPCR results show, as reported by Hense et al. [37], that *lacZ* expression from both transgenes is much higher in males than in females (Table 4; Figure 5A), consistent with the testis-specific function of *ocn*. We also find a highly significant interaction between sex and chromosomal location (Table 4): *X*-linked inserts show ∼5-fold lower *lacZ* expression than autosomal inserts in males but not in females. The reduced *lacZ* expression from *X*-linked transgenes is thus specific to males.

**Figure 5:**
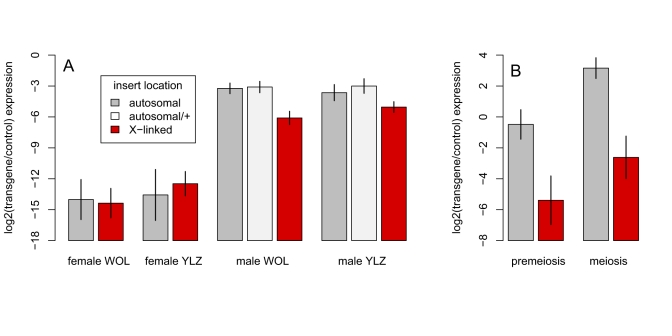
Sex, chromosome, and spermatogenic stage effects on the expression of *WOL* and *YLZ* transgenes. (A) Expression of *ocn:lacZ* transgenes is low or absent in females, and is significantly lower for *X*-linked inserts than autosomal inserts in males. Bars indicate the mean expression measured from 8 *X*-linked and 8 autosomal *WOL* inserts and 6 *X*-linked and 5 autosomal *YLZ* inserts. RNA was extracted from whole adult flies and expression from autosomal inserts was measured in both heterozygous and homozygous male and homozygous female genotypes. (B) The difference between *X-*linked and autosomal inserts persists from premeiotic to meiotic cells in the male germline. A subset of genotypes (two *X-*linked and one autosomal *WOL* and two *X-*linked and one autosomal *YLZ*) shown in panel A were used for dissections (see Materials and Methods for details). In both panels, gene expression is measured relative to a *Rpl32* control probe and error bars indicate 95% confidence intervals.

**Table 4:** Sex, transgene, and chromosomal effects on the expression of *ocn* transgenes.

Source of Variation	SumSq	*df*	*F*	*p* Value
1. Sex (male versus female)	1,626.18	1	1,309.67	<1×10^−15^
2. Location (*X* versus A/A versus A/+)	54	2	21.74	1.73×10^−8^
3. Transgene (*WOL* versus *YLZ*)	7.31	1	5.89	0.0172
4. Sex × location	25.9	2	10.43	0.0001
5. Sex × transgene	1.28	1	1.03	0.3129
6. Location × transgene	6.59	2	2.65	0.0758
7. Sex × location × transgene	2.42	2	0.97	0.3819
Residuals	116.72	94		

To investigate stage-specific expression of *WOL* and *YLZ* transgenes in testes, we assayed reporter expression in premeiotic and meiotic cells dissected from testes with the somatic sheath removed. If the difference between *X*-linked and autosomal transgene insertions is due to transcriptional silencing of the *X* in spermatocytes during meiosis, as expected under MSCI, then *lacZ* expression from *X*-linked but not autosomal inserts should be strongly reduced in meiotic versus premeiotic dissections. However, *X-*linked *WOL* and *YLZ* transgenes show no *stage-specific* repression in the *Drosophila* male germline. First, *X*-linked inserts show much lower (∼30-fold) *lacZ* expression than autosomal inserts in both premeiotic and meiotic cells (Figure 5B; Table 5, line 1). Second, relative to the control gene *RpL32*, *lacZ* expression from both transgenes is significantly higher in meiotic cells versus premeiotic cells (Figure 5B; Table 5, line 2); this increase is likely due to reduced transcript abundance of *RpL32* in meiotic dissections (unpublished data). However, there is no significant interaction between stage of spermatogenesis (premeiotic versus meiotic) and chromosomal location (*X* versus autosome; Table 5, line 4): both autosomal *and X*-linked transgenes show similarly increased relative expression in meiotic cells (Figure 5B).

**Table 5:** Spermatogenic stage and chromosomal effects on the expression of *ocn* transgenes.

Source of Variation	SumSq	*df*	*F*	*p* Value
1. Location (*X* versus autosomes)	380.54	1	54.001	1.38×10^−9^
2. Stage (premeiotic versus meiotic)	140.98	1	20.006	4.22×10^−5^
3. Transgene (*WOL* versus *YLZ)*	6.28	1	0.891	0.350
4. Stage × location	2.52	1	0.358	0.552
5. Stage × transgene	6.5	1	0.922	0.341
6. Location × transgene	1.58	1	0.224	0.638
7. Stage × location × transgene	0.17	1	0.024	0.877
Residuals	366.44	52		

These findings show that the *WOL* and *YLZ* transgene inserts on the *X* chromosome have much lower expression than autosomal inserts in premeiotic cells and that this chromosomal effect persists without significant change in meiotic cells. The overall lower expression of *X*-linked versus autosomal inserts reported by Hense et al. [37] cannot therefore be attributed to a meiosis I-specific inactivation of the *X* chromosome. Furthermore, the magnitude of lower expression of *X*-linked versus autosomal inserts—∼30-fold in premeiotic cells and ∼5-fold in whole males for hemizygous *X*-linked inserts versus heterozygous autosomal ones—is too large to be explained by a lack of dosage compensation (see Figure 5A and also [37]). The *WOL* and *YLZ* transgenes thus appear to reveal a previously uncharacterized mechanism of reduced expression from the *X* chromosome, distinct from the lack of dosage compensation and distinct from mammal-like MSCI, that is established early in cells of the *Drosophila* male germline and persists at least into meiosis.

## Discussion

The findings reported here lead to several new conclusions regarding expression from the *X* chromosome in *Drosophila* testes. First, expression levels of genes on the *X* chromosome and the autosomes in *Drosophila* testes are not equal, contrary to previous reports [3],[22]. Instead, *X* chromosome dosage compensation appears to be absent in the *Drosophila* male germline, consistent with the absence of the DCC in the testes [18]. Second, we find no indication of a chromosome-wide, meiosis-specific silencing of gene expression from the *X* chromosome in data from microarrays or the *ocnus* transgenes. Although we cannot formally exclude that MSCI occurs in flies, the recent expression-based assays provide little evidence for it. Instead, we show that the markedly reduced expression driven by the autosomal *ocnus* promoter from *X*-linked versus autosomal transgenes is established in the testes well before meiosis I. Thus, expression from these *X*-linked transgenes is constrained throughout much of the *Drosophila* male germline by an uncharacterized mechanism, in a manner distinct from MSCI as it occurs in mammals [7].

### *X* Chromosome and Autosomal Expression of Endogenous Genes in the *Drosophila* Male Germline

Expression of endogenous *X*-linked genes in *Drosophila* testes was thought to be affected by two modes of chromosomal regulation: DCC-independent *X* chromosome dosage compensation was thought to equalize *X* and autosomal expression [3],[22], and MSCI was thought to cause reduced expression from the *X* in early meiosis [6],[37],[41]. A third possible cause of *X*-autosome differences in expression involves evolved differences in chromosomal gene content. We discuss all three of these possibilities below.

We have found that the *X* chromosome shows ∼1.5-fold significantly lower overall expression than the autosomes in premeiotic cells dissected from the apical tip of the testes in our microarray data, in those of Vibranovski et al. [41], and in RNA-seq data from whole testes [48]. The magnitude of these *X*-autosome differences is strikingly similar to that seen in cells in which DCC-mediated dosage compensation was experimentally impaired (Figure 1;[43],[44]), suggesting that *X* chromosome dosage compensation is absent in *Drosophila* testes. It is, however, important to distinguish *X* chromosome dosage compensation (like that mediated by the DCC) from other processes not specific to the *X* chromosome that ameliorate gene dose differences, sometimes termed buffering or (confusingly) dosage compensation [55]. Gene expression analyses, for instance, indicate that hemizygous autosomal genes in deficiency-bearing *Drosophila* adults have ∼1.5-fold lower expression than wildtype [56]. These experiments and dose-response analyses in aneuploid cells [44] show that 2-fold differences in gene dose are dampened by a buffering mechanism acting at the transcriptional level, resulting in only a ∼1.5-fold expression difference, on average. We speculate that this kind of buffering mitigates the 2-fold gene dose difference between *X* and autosomes in the male germline, resulting in a ∼1.5-fold *X*-autosome difference in expression. Thus, the simplest explanation for our observations—given the *X*-autosome difference in expression, the absence of the DCC or any known analogs, and the lack of H4Ac16 (or H4Ac5 and H4Ac8) enrichment on the *X* [18]—is that a dedicated *X* chromosome-wide mechanism of dosage compensation analogous to the somatic DCC is absent in the male germline. It is worth noting that while *X* chromosome dosage compensation is essential for male viability, male-like cells with compromised DCC-mediated dosage compensation are viable and show no reduction in doubling times [43]. *X* chromosome dosage compensation thus appears essential for somatic development but not cell viability or, we infer, germline function.

Lifschytz and Lindsley [6] inferred MSCI in *Drosophila* from two lines of evidence: the dominant chromosomal male-sterility of most *X*-autosome translocations and cytological observations. The translocation data are, however, indirect [33] and the original cytological data do not appear definitive [36]. The *ocnus* and *β2-tubulin* transgene experiments [37],[40] along with microarray analyses of staged testes dissections provided what seemed to be new and complementary functional evidence for MSCI in flies. As we have shown here, however, the reduced expression of *X*-linked transgenes in *Drosophila* testes does not reflect a meiosis-specific process, and microarray data fail to show evidence for overall reduced expression from the *X* chromosome in cells enriched for meiosis I-stage spermatocytes (Tables 1 and 2; see also Supporting Information). Thus, any cytological differences between the *X* and the autosomes in male meiosis do not seem to result in chromosome-wide silencing of gene expression. In support of this conclusion, a recently published study of gene expression in developing larval testes also failed to find evidence of MSCI in *Drosophila* [57].

There are at least three caveats to our conclusion that expression of endogenous genes provides little evidence for MSCI. First, two patterns in the microarray data might be construed as evidence of MSCI. While we detect no excess of *X-*linked genes downregulated in meiotic cells, there is a modest dearth of upregulated *X*-linked genes (Table 1); and when considering all probes on the microarrays, ignoring whether they show individually significant changes in expression, there is a significant difference between the median magnitude of change from premeiotic to meiotic dissections for *X-*linked (0.97-fold) and autosomal (1.02-fold) probes (*P*_MW_<10^−6^). These patterns may correspond to the effect detected by an earlier Bayesian analysis [41] and may reflect MSCI taking place in a small subset of spermatocytes in the meiotic cell dissections. However, we hesitate to take these subtle expression differences as evidence of MSCI. For one, a dearth of upregulated *X*-linked genes in meiotic cells, but no corresponding excess of downregulated *X*-linked genes, is not necessarily expected under MSCI. Furthermore, the weakly reduced magnitude of expression of *X*-linked genes in meiotic cells could be due to the confounding effects of the presence of DCC-compensated testis sheath tissue in the premeiotic dissections but not the meiotic ones (Figure 4, Table 3).

Second, expression-based assays may have limited power to detect MSCI in flies, for two technical reasons. First, while the stage-specific premeiotic and meiotic testes dissections are likely enriched for different cell populations—mitotic spermatogonia/premeiotic spermatocytes versus meiotic spermatocytes, respectively—other cell types and stages undoubtedly contaminate them [41]. Indeed, the strong signal of MSCI in mammal expression analyses, in which more than 80% of genes on the *X* show greater than 10-fold reduced expression in pachytene spermatocytes [26], could result from purer samples. Second, as microarrays measure transcript abundance and not transcription per se, they may not be ideal for measuring an abrupt, stage-specific reduction in gene expression. Even if transcription on the *X* were completely silenced in meiotic spermatocytes, transcripts produced earlier may persist—particularly during spermatogenesis—thus dampening any signal of MSCI. Transcript persistence does not, however, seem to suppress the signal of MSCI in mammals. Furthermore, the heterochromatic-dot fourth chromosome shows a robust excess of downregulated genes in the meiotic dissections (Table 1), suggesting that such an effect is detectable using the current microarray analyses and dissections. If there is an effect of MSCI on gene expression in the *Drosophila* germline, its signal must be weaker than that seen for the dot fourth chromosome and heterochromatic genes.

Third, there is, in addition to MSCI and the absence of *X* chromosome dosage compensation, another possible cause for the *X*-autosome difference in gene expression in *Drosophila* testes. Genes with male-biased expression (i.e., those expressed at higher levels in males than in females) are significantly underrepresented on the *Drosophila X* chromosome [2],[3]. This evolutionary “demasculinization” of the *X* has previously been attributed to the long-term accumulation of gene duplications from the *X* to the autosomes. The causes of the excess X→autosome gene movement are unclear [58], but hypotheses include both mutation bias [58] and selective pressures. Two selection models suggest that X→autosome duplications are compensatory adaptations to either the suboptimal expression levels achievable by *X*-linked testes-expressed genes subjected to MSCI, or to the presence of sexually antagonistic genetic variation [41],[59],[60]. Given the present findings, the general lack of *X* chromosome dosage compensation in the testes provides a more plausible impetus for the evolution of compensatory gene duplications with testes-specific expression than MSCI.

Regardless of its causes, if evolutionary demasculinization has been sufficiently powerful to shape *X* chromosome gene content, then it might cause the *X* chromosome to show lower expression than the autosomes in the male germline as “male-biased genes” in *Drosophila* are largely comprised by those expressed in testes. The challenge, then, is to distinguish the relative contributions of evolutionary demasculinization versus the absence of *X* chromosome dosage compensation to the *X*-autosome difference in expression in *Drosophila* testes. To highlight the difficulty of this problem, it is worth noting that in male-like *SL2* cells in which *X* chromosome dosage compensation has been knocked down, the *X* appears “demasculinized” relative to controls: *msl2*-RNAi cells show a significant deficit of highly expressed genes (and a corresponding excess of lowly expressed genes) on the *X* due to its overall shift towards lower expression (Figure S2).

The two alternatives—evolutionary demasculinization and the lack of *X* chromosome dosage compensation—are not, however, mutually exclusive. Indeed, there is evidence for demasculinization of the *X* in male somatic tissue: fewer than 2% of genes encoding accessory gland proteins reside on the *X* [60]; and a significant, albeit much weaker, signal of a demasculinized *X* is found in microarray analyses of gonadectomized males [3],[61]. In the *Drosophila* testes, however, there is reason to believe that the lack of *X* chromosome dosage compensation is a major determinant of the *X*-autosome difference in expression. In particular, the magnitude of the *X*-autosome difference, whether measured in dissected premeiotic cells or in whole testes, is strikingly similar to that seen for cell lines in which *X* chromosome dosage compensation is experimentally removed. It is unclear why demasculinization should result in so coincidental an *X*-autosome difference in expression. Future analyses of desmasculinization using gene expression data must take into account the lack of *X* chromosome dosage compensation in the *Drosophila* male germline.

Our final caveat is that despite the inability to detect strong, mammal-like MSCI in flies, there is suggestive evidence from cytological analyses. In early primary spermatocytes, in which transcription is active, the heterochromatin-associated H4Ac12 is absent from the three major chromatin clusters, whereas in late spermatocytes H4Ac12 seems to be enriched on the X-Y cluster, suggestive of an increase in heterochromatin on the sex chromosomes [18]. Conversely, H3K4me3, a modification associated with active transcription, appears depleted on the *X* and *Y* late spermatocytes [35]. Given these observations, we suggest that it is formally possible that some form of MSCI exists in flies, that it may even be essential for fertility, but that it simply fails to register in gene expression assays (see also [57]) or at the resolution that the current dissection approaches provide. As we argue below, however, any putative effects of MSCI in meiosis I spermatocytes in *Drosophila* are distinct from those revealed by the expression of the *ocnus* transgene constructs.

### *X* Chromosome and Autosomal Expression of Testes-Specific Transgenes in the *Drosophila* Male Germline

Our stage-specific analysis of *ocnus* transgenes reveals that their striking ∼30-fold *X*-autosome difference in expression is established prior to meiosis I and cannot therefore be attributed to a mammal-like pachytene-specific MSCI. This reduction in *X*-linked transgene expression is neither a consequence of transgene dose nor of meiotic silencing of unpaired chromatin (MSUC) [63], as males heterozygous for autosomal inserts express the transgenes at least as highly as homozygous males (Figure 5A). Furthermore, the *X*-autosome difference cannot be attributed to the absence of germline dosage compensation, for two reasons. First, the *X*-autosome difference is simply too large. Second, single-copy hemizygous *X-*linked inserts are expressed at much lower levels than single-copy heterozygous autosomal ones (Figure 5) [37]. As neither MSCI, MSUC, nor the absence of germline dosage compensation can account for the *X*-autosome difference, we infer that some other, previously undescribed mechanism reduces expression driven by normally autosomal testes-specific promoters from *X*-linked transgenes, a process that begins in premeiotic cells and persists into later stages of spermatogenesis.

The suppression of *X*-linked transgene reporters driven by autosomal testes-specific promoters is not specific to *ocnus* as Hoyle et al. [40] reported similar findings using another autosomal testes-specific promoter, *β2*-*tubulin*. More generally still, the opposite experiment—moving normally *X-*linked testes-specific promoters to autosomal sites—has revealed the opposite effect: when inserted onto autosomes, *X*-linked testes-specific promoters drive *over*-expression in both premeiotic and meiotic cells of *Drosophila* testes (J. Parsch, personal communication). These findings support the notion of a strong, general, *X*-autosome difference in the expression of transgene reporters in the male germline. Anecdotal observations suggest that a similarly dramatic *X*-autosome difference in transgene expression does not occur in the soma [40],[64],[65].

There is a conspicuous discrepancy between the expression of transgene constructs and the expression of endogenous genes in the testes as measured by microarrays or RNA-seq: *ocnus* transgenes show ∼30-fold lower expression from *X-*linked than autosomal inserts, whereas endogenous *X*-linked genes show only ∼1.5-fold lower expression compared to autosomal ones. There are at least two possible explanations for the discrepancy. First, the promoters of spermatogenesis genes encoded on the *X* may have evolved to mitigate the suppressive environment of the *X*. One interpretation of the transgene data, then, is that naïve promoters of autosomal male germline-expressed genes, like *ocnus* and *β2-tubulin*, are not adapted to the *X* and consequently suffer strongly reduced expression when moved to its suppressive environment. Second, the *X*-autosome difference may be specific to expression from transgenes. Such suppression might result from *P*-element transposon sequences that are inserted during transgene integration. If so, it would be, to our knowledge, the first example of germline- and chromosome-specific regulation of expression due to transposon sequences.

### Implications for Speciation in *Drosophila*

Sex chromosomes play a special role in speciation. In *Drosophila*, the sterility of hybrid males is an early and nearly obligate phase in the evolution of complete reproductive isolation between species [66],[67]. The *X* chromosome contributes disproportionately to hybrid male sterility [68],[69], and fine-scale genetic analyses show that the density of genetic factors causing hybrid male sterility is 2.5–4 times higher on the *X* than on the autosomes [70],[71]. One hypothesis for why the *X* is a hotspot for hybrid male sterility is that its regulation in the male germline may be disrupted in hybrids [6],[72],[73]. In the house mouse, for instance, MSCI appears to be disrupted in sterile hybrid males [74],[75]. In *Drosophila,* the absence of dosage compensation in the male germline excludes its disruption as a contributor to hybrid male sterility [69], while disruption of MSCI (if it exists) remains a formal possibility. Gene expression studies of hybrid male sterility in *Drosophila* do not indicate global misregulation of the *X* but, for hybrid males between some species pairs, suggest a slight excess of overexpressed *X*-linked genes [76].

Disruption of *X* chromosome regulation as a basis for hybrid sterility raises the question of what might cause its molecular basis to diverge between species in the first place. The drive hypothesis posits that MSCI evolved as a general mechanism to suppress expression of selfish meiotic drive (segregation distortion) elements on the *X* chromosome [28]–[31]. The *X*-chromosomal transgene suppression we observe here may have evolved for similar reasons. There is increasing evidence that species' genomes harbor cryptic sex chromosome drive elements—drive elements that arose, spread within species, and later came under the control of suppressors [77]. Consistent with the drive model, male mice with genetically compromised MSCI preferentially transmit *X* chromosomes, producing an excess of daughters, as expected if silent distorters on the *X* were released from suppression [32]. The rapid divergence between species might therefore result from antagonistic coevolution between meiotic drivers and the loci controlling these chromosome-wide suppressive mechanisms.

The possibility that recurrent bouts of drive and suppression can cause divergence between species that contributes to hybrid sterility has now been confirmed. Two of the four known hybrid male sterility genes in *Drosophila* are directly involved, either causing sex chromosome drive [78] or suppressing it [79]. A third hybrid male sterility factor, the *X*-linked *Odysseus* (*Ods*) gene [80], behaves like a relict driver: the ODS protein from *Drosophila mauritiana* binds the *D. simulans*—but not the *D. mauritiana*—*Y* chromosome [81]. If *Ods* had a history of drive in *D. mauritiana* by targeting and disrupting the *Y* chromosome, then the *D. mauritiana Y* would be expected to lose sequences targeted by *Ods* while the naïve *D. simulans Y* would not. Finally, the first hybrid sterility gene discovered in mammals, mouse *Prdm9*, disrupts MSCI in hybrid males between two house mouse subspecies [75]. These findings are consistent with a model in which recurrent conflict involving *X* chromosome drive elements, the MSCI machinery in mammals [74], and driver-specific genic suppressors can cause molecular genetic divergence between species that contributes to the rapid evolution of hybrid male sterility.

## Materials and Methods

### Fly Strains

*WOL* and *YLZ* transgene insert lines (described in [37]) were generously provided by John Parsch. All flies were raised on standard cornmeal media at room temperature.

### Sample Preparation for Microarrays

Wild-type individuals of the *OreR* lab strain were used for tissue dissection and RNA extraction. All dissections were done on 1–6-d-old mated males or females. Testis apical tips were dissected in Ringer's solution following [41], except that the surrounding testes sheath was removed. Thoraxes were dissected away from the head and abdomen in Ringer's solution and the legs and wings were removed. All dissected tissue was frozen at −80 until RNA extraction. RNA was extracted using the Clonetech Nucleospin RNA kit following the manufacturer's protocol (including a DNase treatment). Tissue from approximately 40 testis dissections and 100 thoraxes was used per extraction column, and approximately 760 testis apical tips, 100 male thoraxes, and 100 female thoraxes were used for each microarray hybridization. RNA extractions were pooled into four independent samples, and 1 µg of total RNA was used as a template for cRNA synthesis with Ambion's Amino Allyl MessageAmp aRNA amplification protocol. Cy3 labeled cRNA was hybridized to Agilent *Drosophila* gene expression microarrays and scanned with an Agilent G2505B scanner. cRNA synthesis and array hybridization were done at the Cornell Microarray Core Facility. Array data are available at the NCBI GEO under accession # GSE30850.

### Microarray Analysis

Background subtracted probe intensities calculated by Agilent software were used as raw signal intensity values. Signal intensity was averaged across replicate spots for probes represented more than once on the array. Probe-level log2 signal intensities were used to estimate expression levels for each probe in each of the three tissues (male thorax, female thorax, male germline). All analyses were done with the limma package [82] in R [83].

Previously published gene expression data from testes dissections were obtained from Supplementary Table 1 of Vibranovski et al. [41]. Statistically significant gene expression differences between spermatogenic stages were determined by probe set *t* tests, corrected for multiple tests by controlling the FDR [52]. The distributions of signal intensities on both these arrays and the Agilent arrays are distinctly bimodal (Figure S1). 

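Probes of genes with little or no transcript gave low signals in each of the 3 tissues. Counted per log2 unit of signal over the 32162 probes, male thorax had 5021 probes between 3 and 4, 2350 between 6 and 7 and 2933 between 10 and 11. Female thorax had 6298 probes between 3 and 4, 2213 between 6 and 7 and 2867 between 10 and 11. In premeiotic cells there were 4312 probes between 4 and 5, 2341 between 6 and 7, 1966 between 12 and 13 and 2125 between 15 and 16.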

Vibranovski et al. [41] did not exclude genes that are lowly expressed (and thus unreliably measured on the microarray) or not significantly expressed above background, and thus the lower mode likely includes noise that may obscure real differences between expression of *X*-linked and autosomal genes [43],[56]. Therefore, all probe sets with log2 expression levels <6 in all three dissections from [41] were removed when calculating *X*-autosome ratios of expression. Similarly, all probes on the Agilent arrays with log2 expression levels<7 in all three tissues (male thorax, female thorax, male germline) were removed when calculating *X*-autosome ratios of expression (see Figure S1).

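The filter removes probes of genes with no clear signal in thorax or in germ cells. Of the 32162 probes, 7284 (22.6%) had a mean log2 signal under 7.0 in male thorax, in female thorax and in premeiotic cells, and 24878 were kept. The X chromosome lost 385 of 3193 probes (12.1%) and the large autosomal arms lost 1607 of 16032 (10.0%). The fourth chromosome lost 8 of 199 probes (4.0%).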

### Somatic Contamination qRT-PCR

Premeiotic germline cells in the apical tip of the testis were dissected in Ringer's solution either including the somatic cells of the testis sheath (following [41] exactly), or they were removed from the sheath in a manner similar to the meiotic (proximal) dissections of Vibranovski et al. [41]. Meiotic cells were dissected following [41]. Approximately 50 dissections from each cell type (apical cells with and without testis sheath and proximal cells without testis sheath) were used for RNA extraction with the Clonetech Nucleospin RNA kit. 5 µL of eluted RNA was used as a template for cDNA synthesis with Superscript III (Invitrogen) and primed with oligo-dT. 1 µL of cDNA was used in a 20 uL qRT-PCR reaction with ABI Taqman probes. Two replicate qRT-PCR reactions were run on a 96-well plate, and each plate was run in duplicate. Ct values were averaged across replicate wells within a plate for each probe, and the mean Ct value for the three control genes within each dissection on each plate was calculated to control for the amount of RNA in each dissection. Normalized Ct values for target genes were obtained by subtracting mean control gene Ct values.

### Whole Fly *ocn* Transgene qRT-PCR

Approximately 10 young adult male and female flies of each genotype were flash-frozen in liquid nitrogen and RNA was extracted using a standard TRIzol/chloroform protocol, followed by an EtOH precipitation. At least 3 ug of RNA was used as a template for cDNA synthesis. 1 µL of cDNA was used in a 20 µL qRT-PCR reaction with ABI Taqman probes complementary to the *ocn*::*lacZ* transgene or *RpL32* as a control (these are the same probes used by Hense et al. [37]). Three replicate reactions were run on a single plate and Ct values were averaged across replicate wells for the transgene and control probes. The *Anova* function in the *car* package in R was used for a factorial ANOVA with Type II sums of squares and the following model: Normalized Ct ∼ Sex * Location (*X* versus A) * Transgene (*WOL* versus *YLZ*).

### Spermatogenic Stage-Specific *ocn* Transgene qRT-PCR

RNA was extracted from approximately 50 dissected testes of apical (premeiotic) cells with the sheath removed or proximal (meiotic) cells using the Clonetech Nucleospin RNA kit. Five replicate dissections for each spermatogenic stage were done for each genotype. Five µL of eluted RNA were used for cDNA synthesis and 1 µL of cDNA was used for a 20 µL qRT-PCR reaction with ABI Taqman probes. Two replicate qRT-PCR reactions were run for each cDNA sample on a single plate, and each plate was run in duplicate. Ct values for target and control genes were averaged across wells and plates to produce a single value used in a factorial ANOVA with Type II sums of squares and the following model: Normalized Ct ∼ Tissue (premeiotic versus meiotic) * Location (*X* versus A) * Transgene (*WOL* versus *YLZ*).

### RNA-Seq Analysis of Wild-Type and *bam* Mutant Testes and Ovaries

RNA-seq data from [48] were obtained from the Short Read Archive (NCBI). We aligned sequences to the *D. melanogaster* genome (version 5.22) using TopHat [84]; splice junctions were obtained from a GTF file of the *D. melanogaster* transcriptome downloaded from Ensembl (http://useast.ensembl.org/info/data/ftp/index.html). Transcripts were assembled and their abundances estimated with Cufflinks [85]. Summary statistics of the mapping and assembly are provided in Table S7. For the purpose of calculating *X* and autosome expression, RPKM values were summed across all transcripts matching the same gene, and only genes with RPKM values >1 were included in the analysis.

All data analyses were done in R [83].

## Supporting Information

Figure S1 Gene expression in male and female thorax is highly correlated.

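Male and female thorax arrays resembled one another almost as much across the sexes as within a sex. Both hold the same muscle, fat body and nerve. Pearson's r of log2 signal across probes lay between 0.930 and 0.980 in the 16 pairs of a male and a female array, with a mean of 0.957. In the 12 pairs of the same sex it lay between 0.942 and 0.986, with a mean of 0.963. The slide also mattered: pairs of a male and a female array on slide 1 had 0.969 to 0.980. Same-sex pairs on different slides had less, 0.942 to 0.966. The mean signals of premeiotic cells and male thorax had r = 0.493. These 28 correlations between single thorax arrays are across probes and carry no p-value.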

(PDF) Click here for additional data file.

Figure S2 Distributions of *X* chromosome and autosomal gene expression levels for six microarray data sets analyzed in this study. Each distribution was divided into 10 quantiles including both *X-*linked and autosomal probes, and statistics associated with all probes expressed at or higher than each quantile are reported above the histograms. For example, the column labeled “>q90” lists the number of *X-*linked and autosomal probes in the top 10% of all probes in that microarray experiment; the proportion of these probes that are *X-*linked; the *p-*value from a Fisher's exact test contrasting the number of *X*-linked and autosomal probes in the top 10% with the values from the bottom 90% of probes; the difference between the median expression value of autosomal and *X-*linked probes in the top 10%; and the *p*-value from a Mann-Whitney test of these median values. 

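In thorax, the X-linked share among bright transcripts was at most slightly below that among all. Among the brightest 10% of probes in male thorax, where the genes of flight muscle and of the respiratory chain stand, 298 were X-linked and 1625 autosomal, an X-linked share of 15.5% (odds ratio 0.91, Fisher's exact test, p = 0.175). In female thorax 305 were X-linked and 1618 autosomal, a share of 15.9% (odds ratio 0.94, Fisher's exact test, p = 0.366). Among the brightest 20% the share was 14.9% in male thorax (odds ratio 0.85, Fisher's exact test, p = 0.00138) and 15.1% in female thorax (odds ratio 0.87, p = 0.00458), and among the brightest 30% it was 15.4% in both (odds ratio 0.88, p = 0.00307 each), against 16.6% of all probes. The difference between the tissues' odds ratios was not tested.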

Dark black lines indicate values at which distributions were truncated for calculating overall differences in expression between *X* and autosomal probes (see text). (A), (C), and (D) are from Agilent microarrays reported here; (B) is from the mitotic dissections and Affymetrix microarray study of Vibranovski et al. 2009 [41]; (E) and (F) are from the MSL2 RNAi Affymetrix microarray study of Hamada et al. 2005 [43].
(PDF) Click here for additional data file.

Figure S3 Volcano plots of microarray analysis of dissected male germline tissue from Vibranovski et al. 2009 [41]. In the top two panels, the -log_10_ *p*-value from probe-level *t*-tests are plotted against the magnitude of differential expression between premeiotic and meiotic cells (A) and meiotic and postmeiotic cells (B), averaged across three replicate arrays. In (C) and (D), log-transformed Bayesian posterior probabilities reported in Vibranovski et al. 2009 [41] (their Supplementary Table 1) are plotted against the same changes in expression. 10^−4^ was added to the Bayesian probability values to allow plotting probes for which the Bayesian probability was 0. The *t*-tests are more sensitive to probe-specific variation between replicate arrays than the previously reported Bayesian analysis.
(PDF) Click here for additional data file.

Table S1 Number of genes with significant differences in expression between stages of spermatogenesis (FDR = 0.01).
(PDF) Click here for additional data file.

Table S2 Median log2 magnitude of changes in expression between stages of spermatogenesis (FDR = 0.01).
(PDF) Click here for additional data file.

Table S3 Number of genes with significant differences in expression between stages of spermatogenesis (FDR = 0.005).
(PDF) Click here for additional data file.

Table S4 Median log2 magnitude of changes in expression between stages of spermatogenesis (FDR = 0.005).
(PDF) Click here for additional data file.

Table S5 Number of genes with significant differences in expression between stages of spermatogenesis (2-fold cutoff).
(PDF) Click here for additional data file.

Table S6 Median log2 magnitude of changes in expression between stages of spermatogenesis (2-fold cutoff).
(PDF) Click here for additional data file.

Table S7 RNAseq statistics.
(PDF) Click here for additional data file.

## Abbreviations

DCC: dosage compensation complex
FDR: false discovery rate
MSCI: meiotic sex chromosome inactivation
MSUC: meiotic silencing of unpaired chromatin
RNAi: RNA interference

# Supplementary material for: Sex Chromosome-Specific Regulation in the Drosophila Male Germline But Little Evidence for Chromosomal Dosage Compensation or Meiotic Inactivation
**Source:** PLoS Biol. 2011 Aug 16;9(8):e1001126. doi: 10.1371/journal.pbio.1001126

Supplementary Figure 2A: mitotic germline (Agilent)

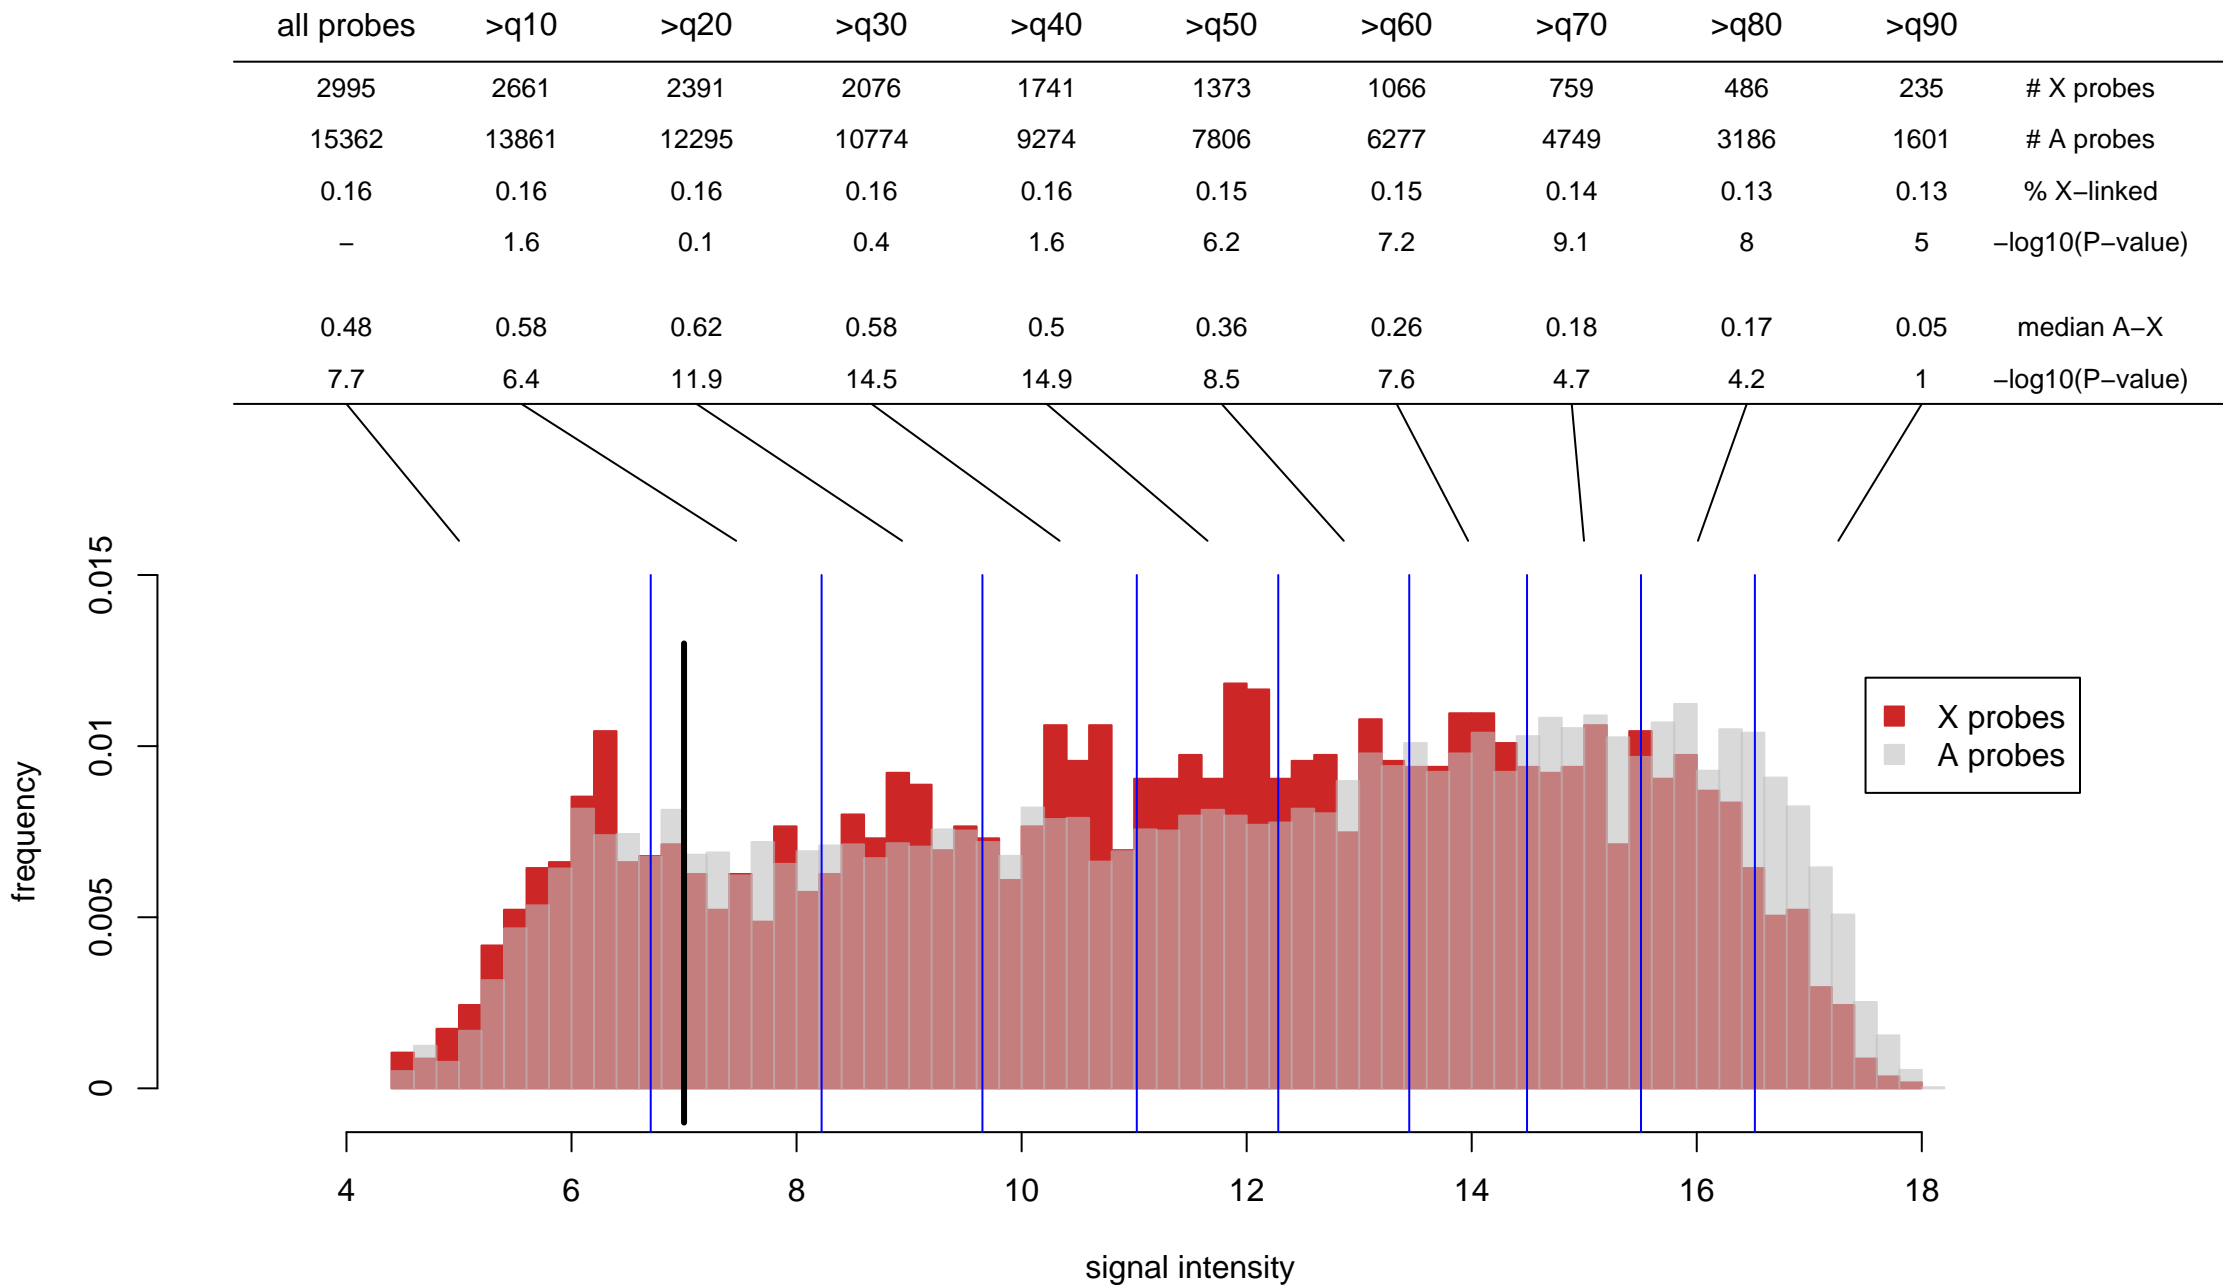

Supplementary Figure 2B: mitotic germline (Affymetrix)

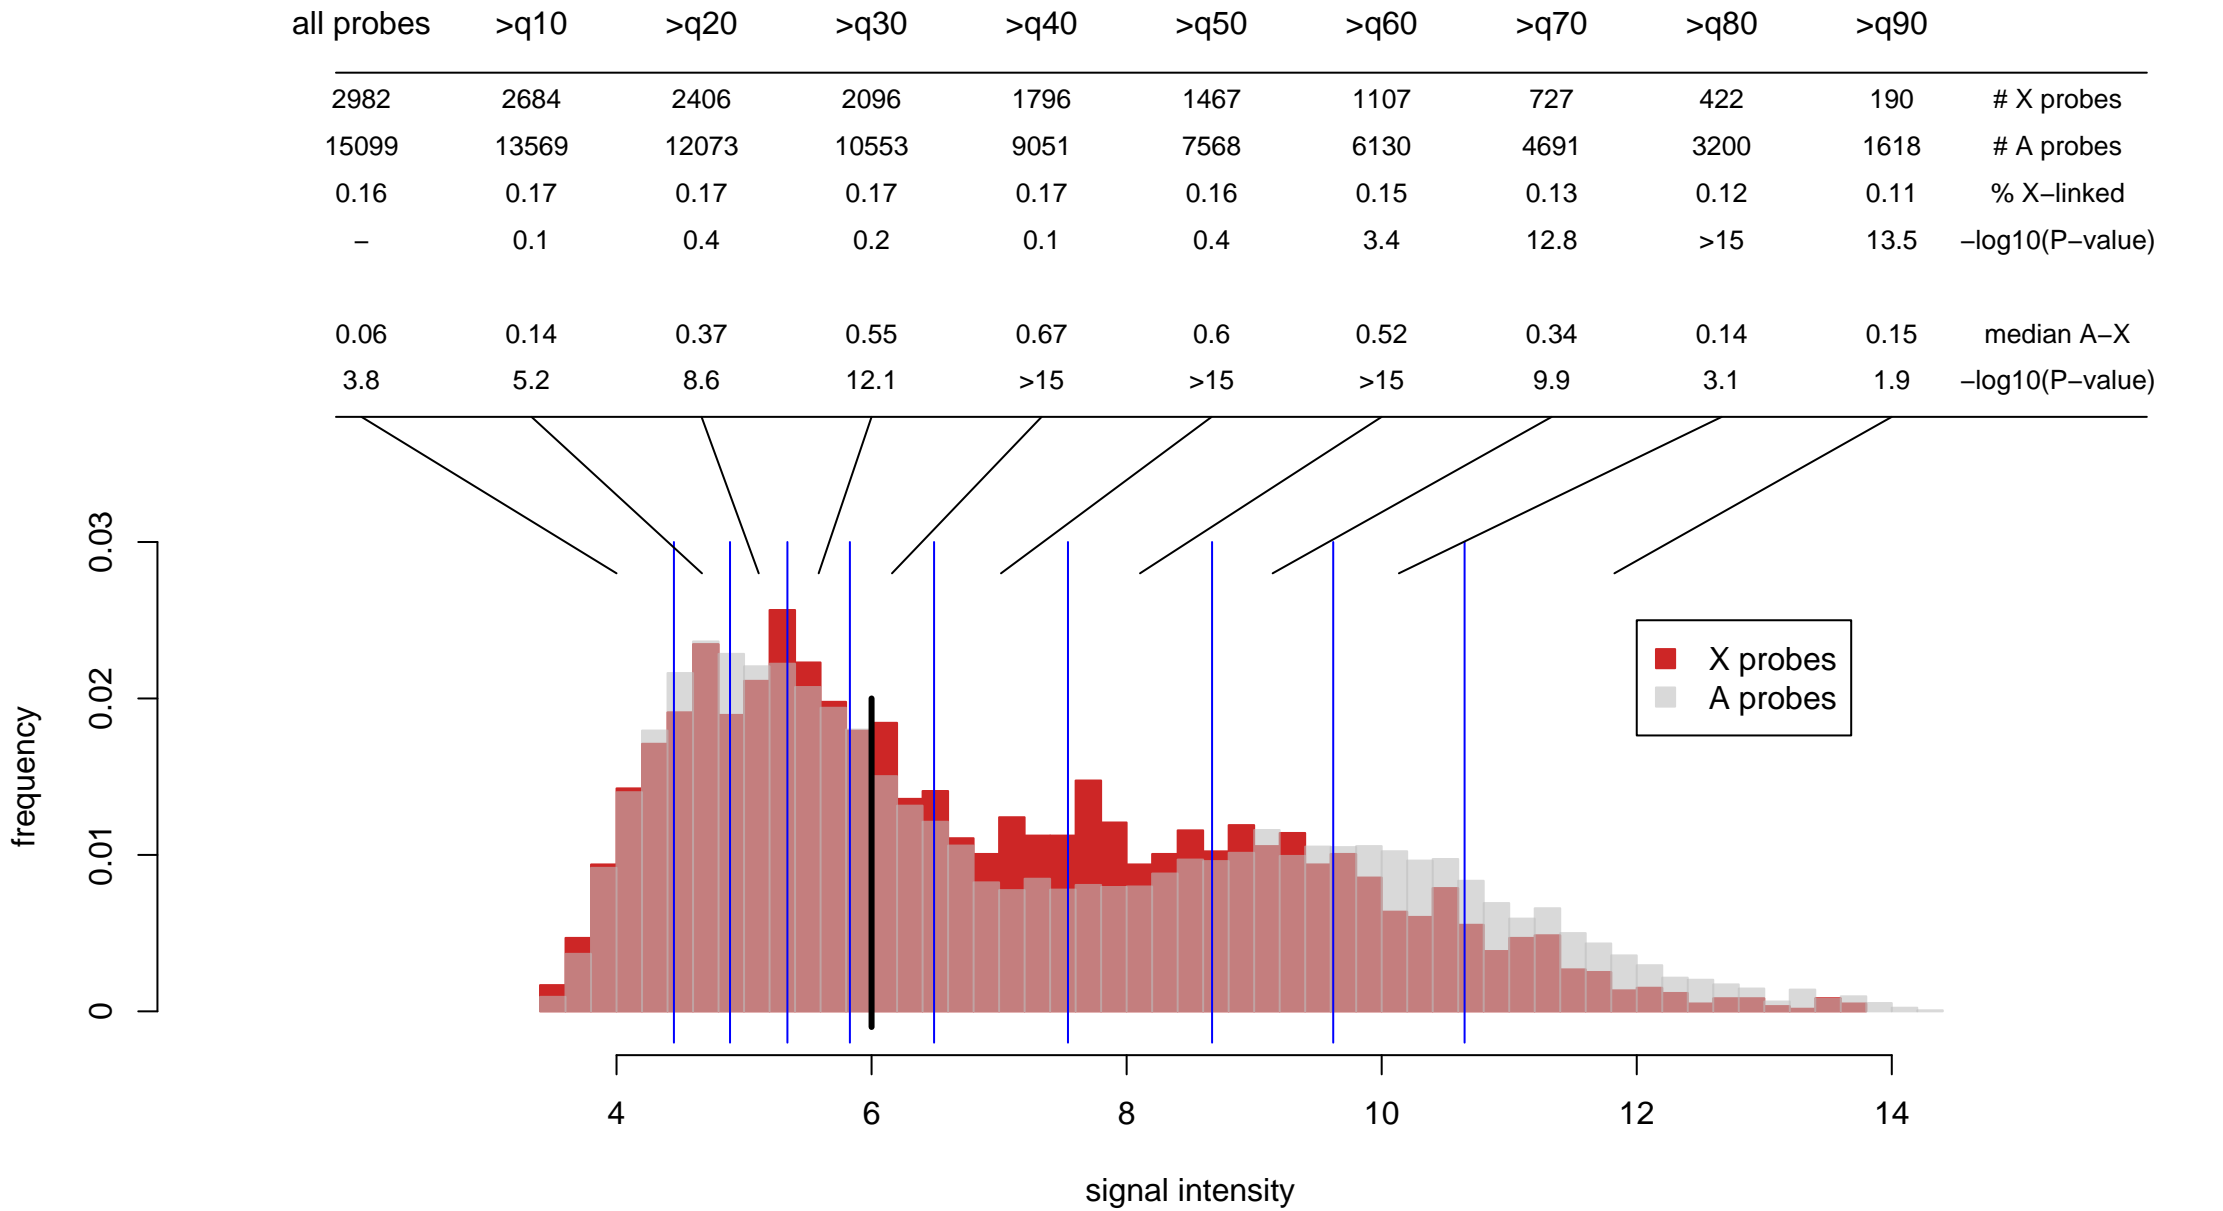

Supplementary Figure 2C: male thorax

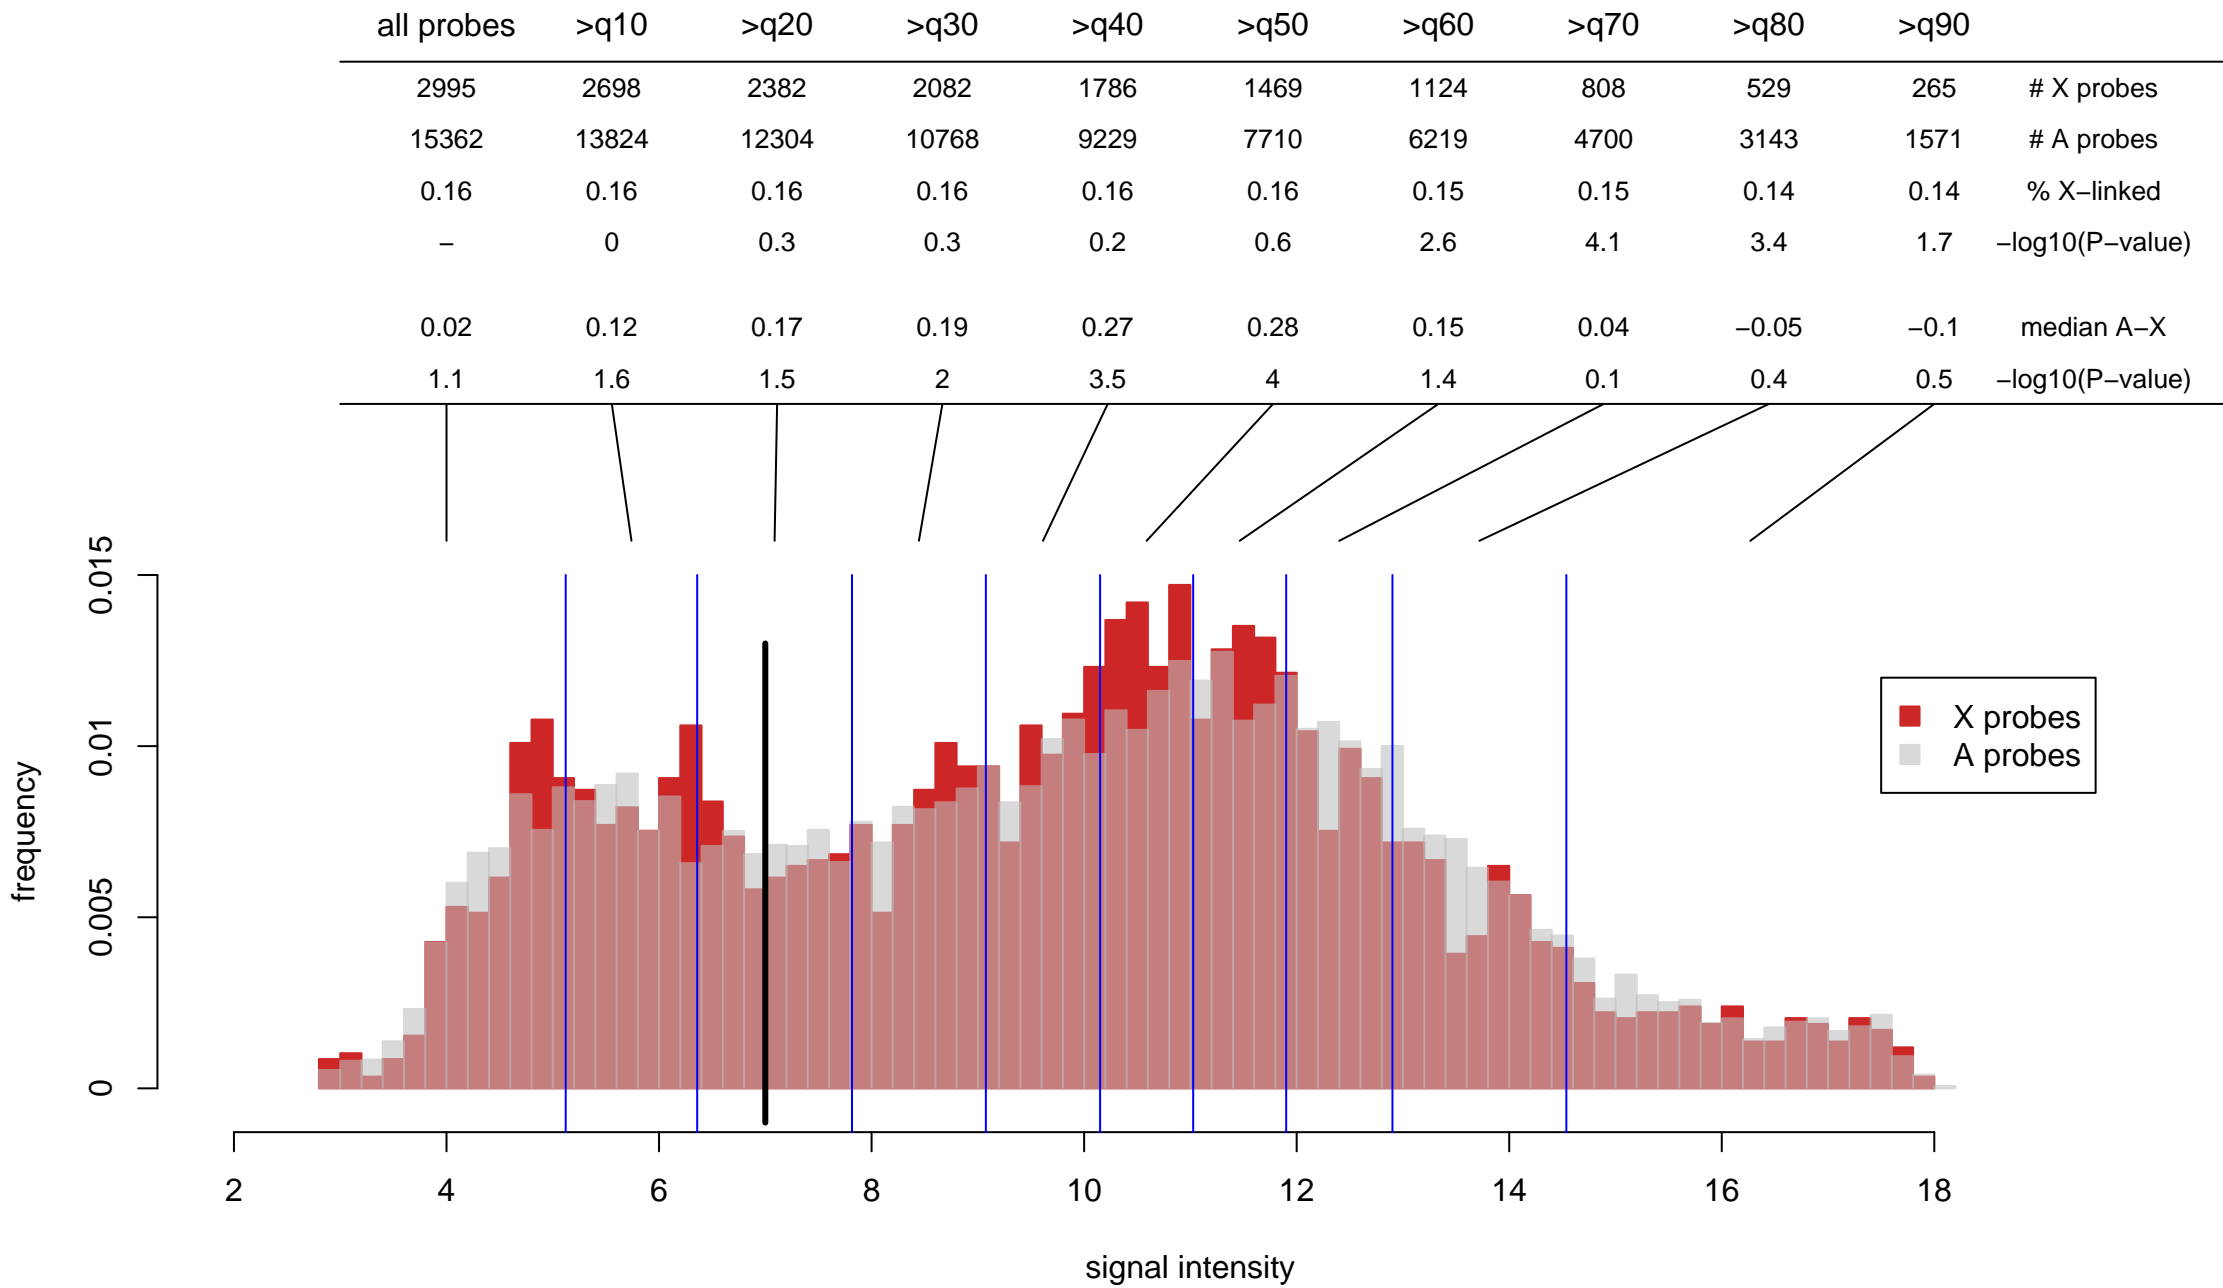

Supplementary Figure 2D: female thorax

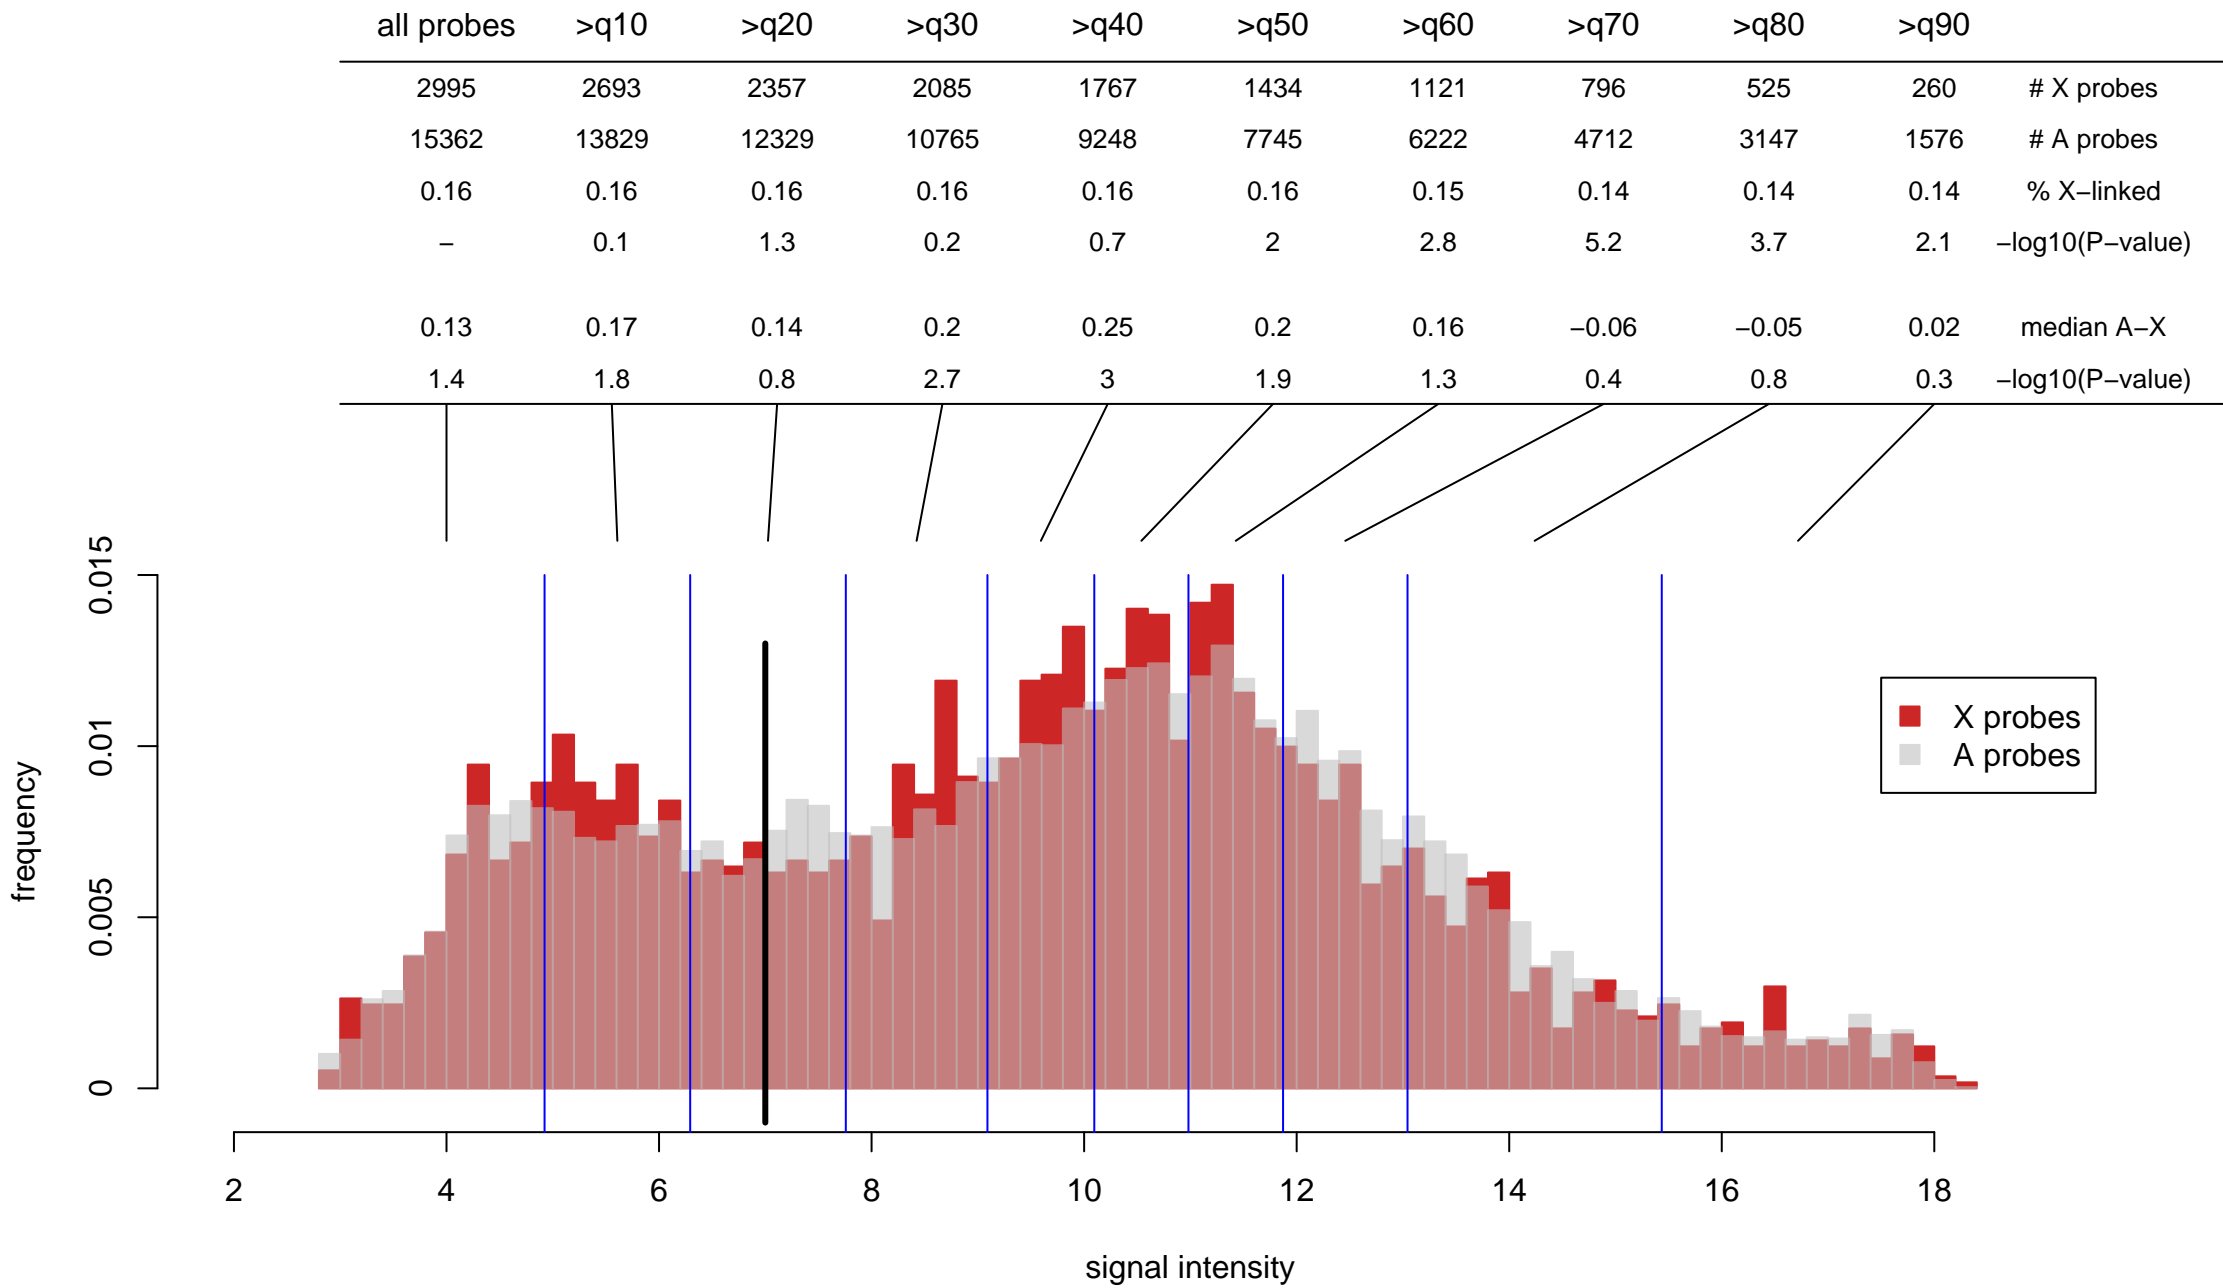

Supplementary Figure 2E: MSL2 RNAi (Hamada)

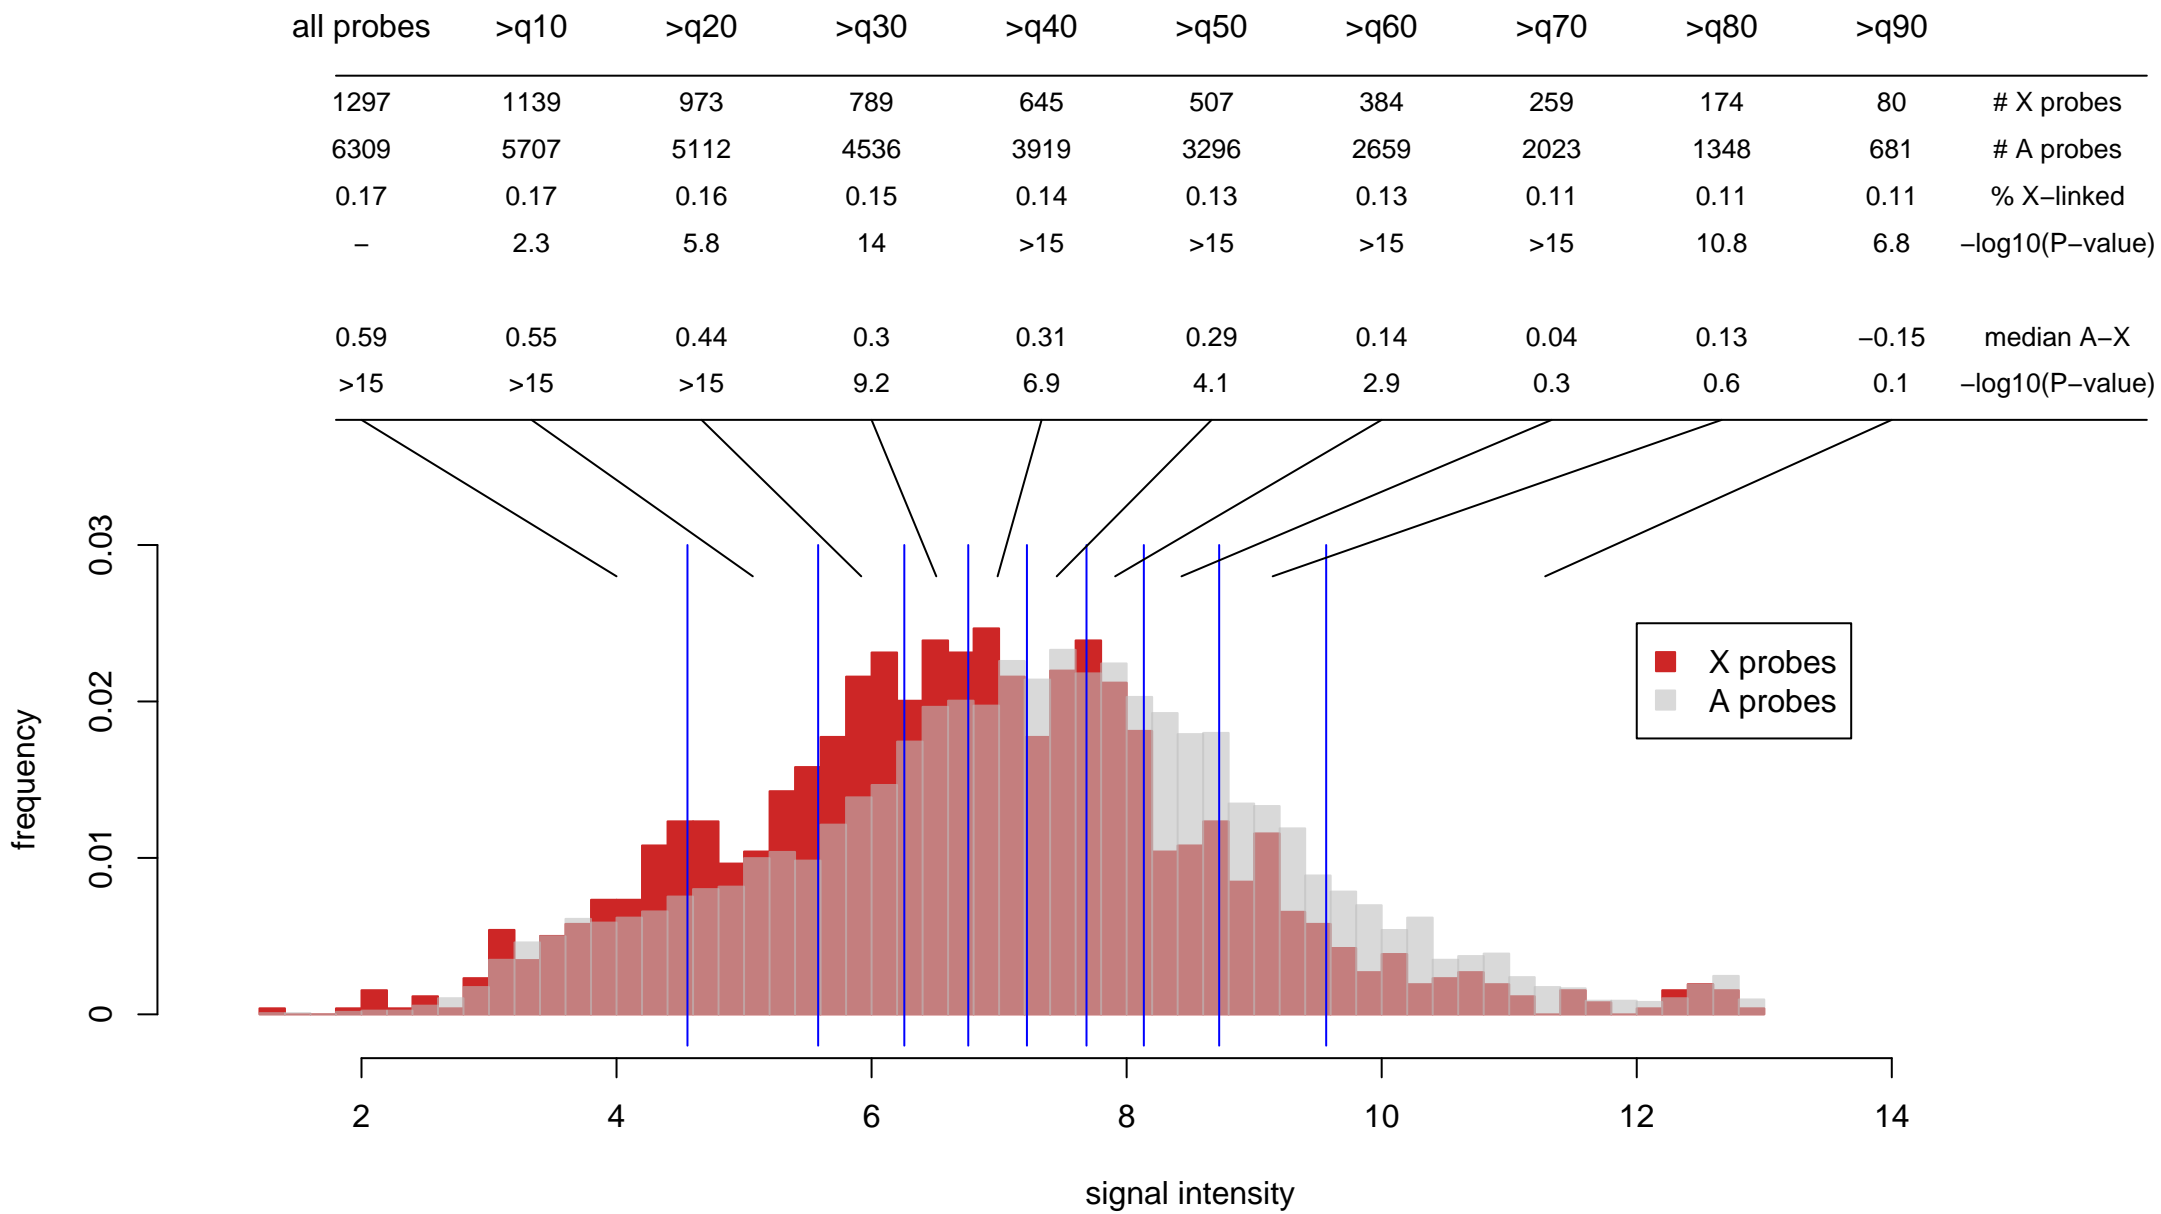

Supplementary Figure 2F: control cells (Hamada)

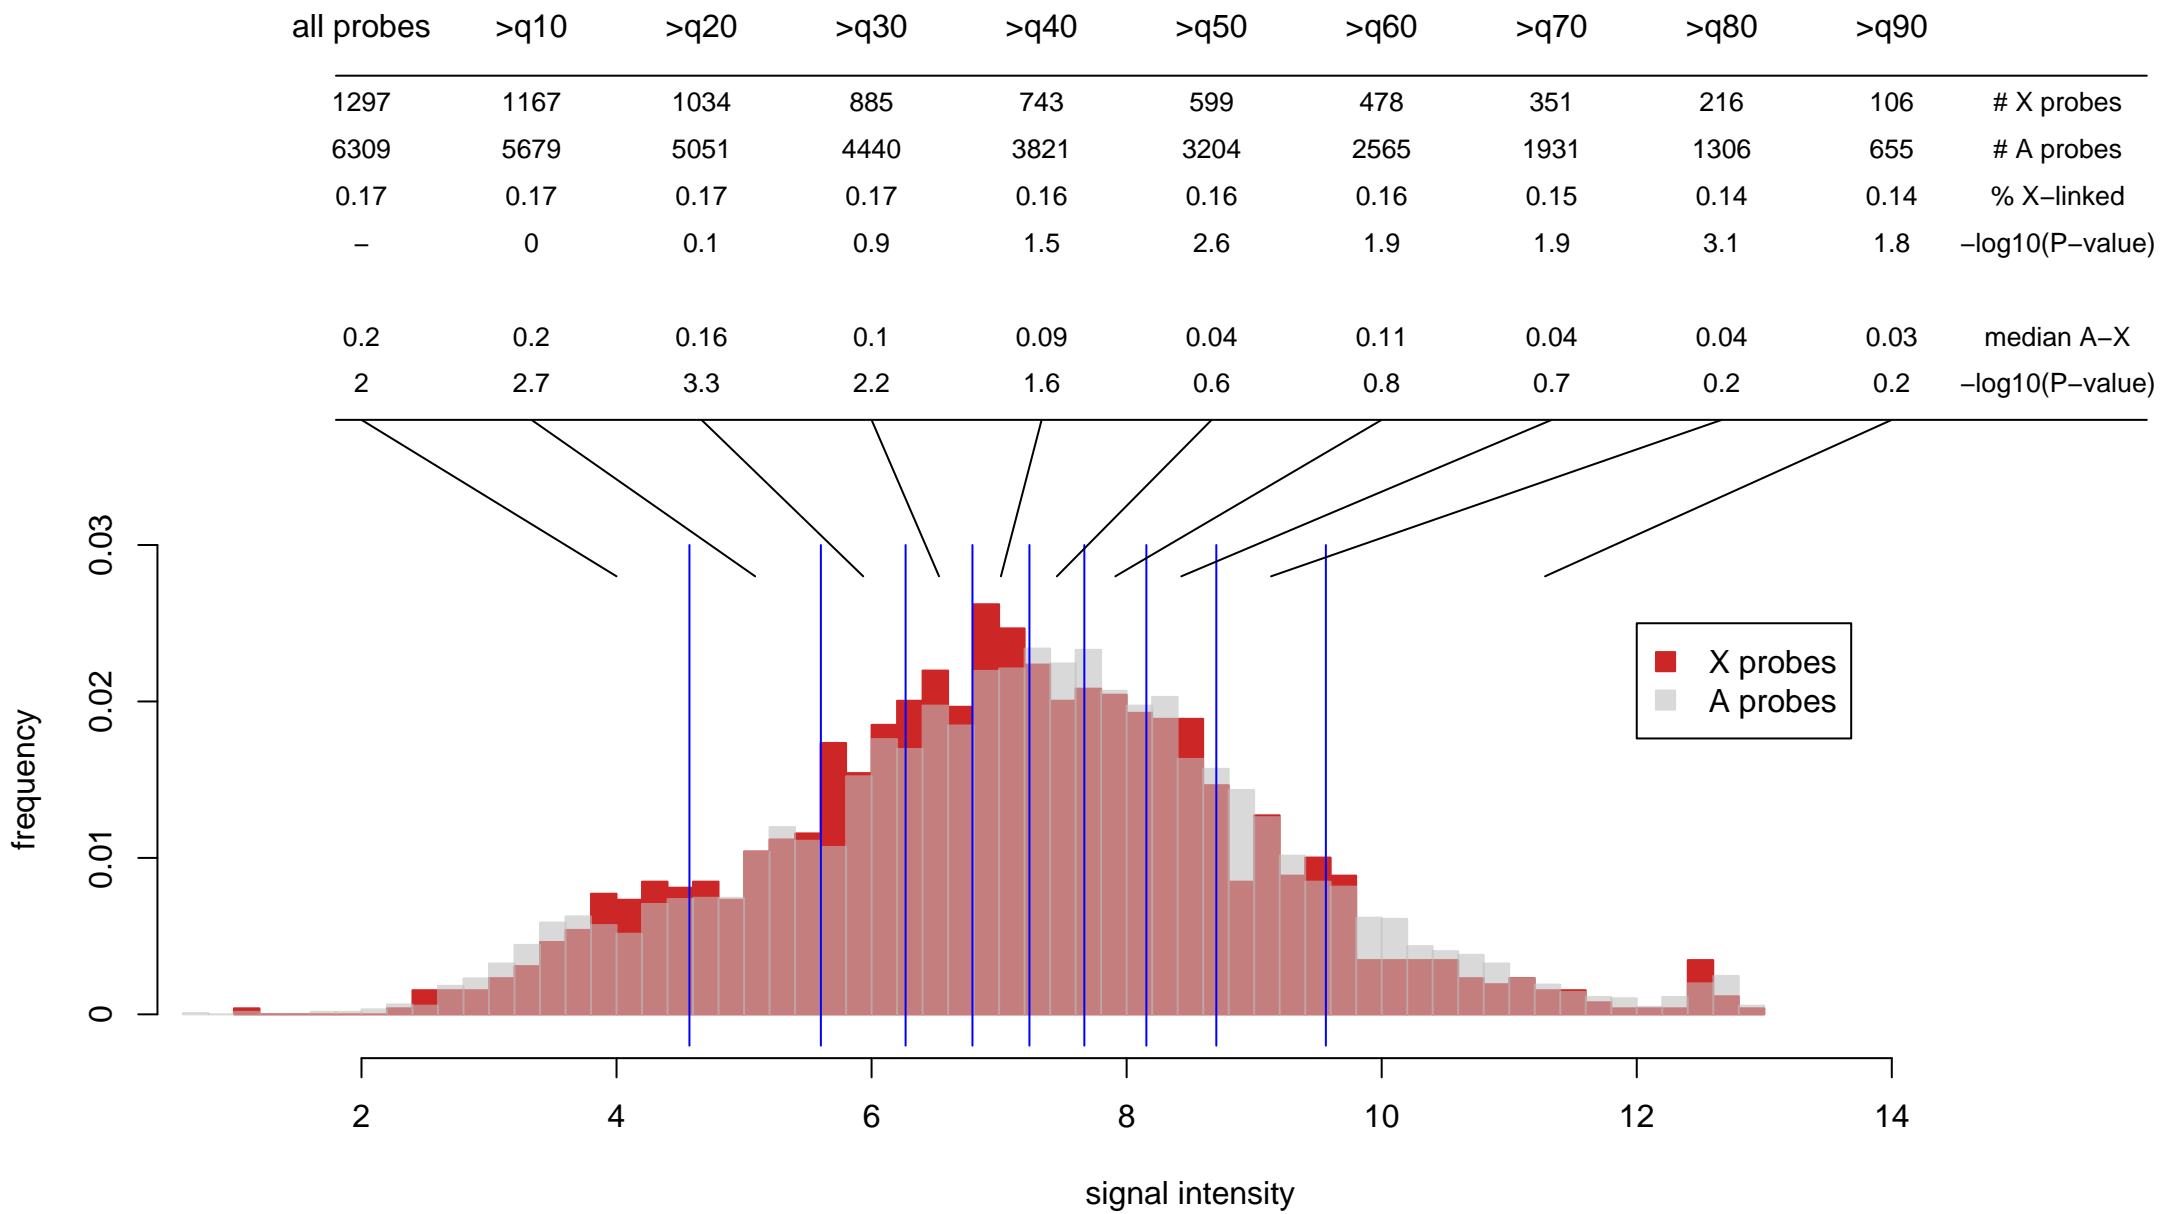

**Supplement:** Figure S2 — Distributions of X chromosome and autosomal gene expression levels for six microarray data sets analyzed in this study. Each distribution was divided into 10 quantiles including both X-linked and autosomal probes, and statistics associated with all probes expressed at or higher than each quantile are reported above the histograms. For example, the column labeled “>q90” lists the number of X-linked and autosomal probes in the top 10% of all probes in that microarray experiment; the proportion of these probes that are X-linked; the p-value from a Fisher's exact test contrasting the number of X-linked and autosomal probes in the top 10% with the values from the bottom 90% of probes; the difference between the median expression value of autosomal and X-linked probes in the top 10%; and the p-value from a Mann-Whitney test of these median values. Dark black lines indicate values at which distributions were truncated for calculating overall differences in expression between X and autosomal probes (see text). (A), (C), and (D) are from Agilent microarrays reported here; (B) is from the mitotic dissections and Affymetrix microarray study of Vibranovski et al. 2009 [41]; (E) and (F) are from the MSL2 RNAi Affymetrix microarray study of Hamada et al. 2005 [43].

# Supplementary material for: Sex Chromosome-Specific Regulation in the Drosophila Male Germline But Little Evidence for Chromosomal Dosage Compensation or Meiotic Inactivation
**Source:** PLoS Biol. 2011 Aug 16;9(8):e1001126. doi: 10.1371/journal.pbio.1001126
**Supplement:** Table S1 — Number of genes with significant differences in expression between stages of spermatogenesis (FDR = 0.01).

Supplementary Table 1. Number of genes with significant differences in expression between stages of spermatogenesis (FDR = 0.01)

| <i>FDR = 0.01</i>             |             | Early changes (premeiosis:meiosis) |         |                 |                | Late changes (meiosis:postmeiosis) |                |       |         | Net change (premeiosis:postmeiosis) |                |       |         |
|-------------------------------|-------------|------------------------------------|---------|-----------------|----------------|------------------------------------|----------------|-------|---------|-------------------------------------|----------------|-------|---------|
| chromosomal arm               | # expressed | down                               |         | up              |                | down                               |                | up    |         | down                                |                | up    |         |
| 2L                            | 2204        | 516                                | (23.4%) | 478             | (21.7%)        | 574                                | (26.0%)        | 370   | (16.8%) | 731                                 | (33.2%)        | 561   | (25.5%) |
| 2R                            | 2356        | 625                                | (26.5%) | 467             | (19.8%)        | 549                                | (23.3%)        | 410   | (17.4%) | 754                                 | (32.0%)        | 595   | (32.0%) |
| 3L                            | 2335        | 586                                | (25.1%) | 461             | (19.7%)        | 544                                | (23.3%)        | 374   | (16.0%) | 740                                 | (31.7%)        | 593   | (25.4%) |
| 3R                            | 3009        | 744                                | (24.7%) | 534             | (17.8%)        | 694                                | (23.1%)        | 475   | (15.8%) | 959                                 | (31.9%)        | 720   | (23.9%) |
| 4                             | 58          | 29                                 | (50.0%) | 6               | (10.3%)        | 14                                 | (24.1%)        | 12    | (20.7%) | 24                                  | (41.4%)        | 6     | (10.3%) |
| X                             | 1943        | 487                                | (25.1%) | <b>291</b>      | <b>(15.0%)</b> | <b>361</b>                         | <b>(18.6%)</b> | 338   | (17.4%) | <b>555</b>                          | <b>(28.6%)</b> | 441   | (22.7%) |
| A*                            | 9904        | 2471                               | (25.0%) | <b>1940</b>     | <b>(19.6%)</b> | <b>2361</b>                        | <b>(23.8%)</b> | 1629  | (16.4%) | <b>3184</b>                         | <b>(32.1%)</b> | 2469  | (24.9%) |
| X vs A ( <i>FET P</i> -value) |             | 0.909                              |         | <b>1.37E-06</b> |                | <b>3.26E-07</b>                    |                | 0.302 |         | <b>0.002</b>                        |                | 0.038 |         |

\*autosomal totals exclude genes on the 4th chromosome

# Supplementary material for: Sex Chromosome-Specific Regulation in the Drosophila Male Germline But Little Evidence for Chromosomal Dosage Compensation or Meiotic Inactivation
**Source:** PLoS Biol. 2011 Aug 16;9(8):e1001126. doi: 10.1371/journal.pbio.1001126
**Supplement:** Table S2 — Median log2 magnitude of changes in expression between stages of spermatogenesis (FDR = 0.01).

Supplementary Table 2. Median log2 magnitude of changes in expression between stages of spermatogenesis (FDR = 0.01)

| <b><i>FDR = 0.01</i></b>     | <u>Early changes (premeiosis:meiosis)</u> |                 |           | <u>Late changes (meiosis:postmeiosis)</u> |       |           | <u>Net change (premeiosis:postmeiosis)</u> |                 |           |
|------------------------------|-------------------------------------------|-----------------|-----------|-------------------------------------------|-------|-----------|--------------------------------------------|-----------------|-----------|
| chromosomal arm              | down                                      | up              | down - up | down                                      | up    | down - up | down                                       | up              | down - up |
| 2L                           | -1.07                                     | 1.21            | 0.14      | -1.68                                     | 1.27  | -0.42     | -1.91                                      | 1.52            | -0.39     |
| 2R                           | -1.04                                     | 1.24            | 0.20      | -1.65                                     | 1.33  | -0.32     | -1.97                                      | 1.49            | -0.48     |
| 3L                           | -1.01                                     | 1.21            | 0.20      | -1.71                                     | 1.21  | -0.50     | -1.92                                      | 1.29            | -0.63     |
| 3R                           | -1.04                                     | 1.18            | 0.14      | -1.68                                     | 1.19  | -0.49     | -1.92                                      | 1.42            | -0.51     |
| 4                            | -1.08                                     | 1.11            | 0.02      | -1.16                                     | 2.16  | 1.00      | -1.63                                      | 1.72            | 0.09      |
| X                            | -1.06                                     | <b>1.02</b>     | -0.04     | <b>-1.50</b>                              | 1.28  | -0.23     | <b>-1.73</b>                               | <b>1.31</b>     | -0.42     |
| A*                           | -1.04                                     | <b>1.21</b>     | 0.17      | <b>-1.68</b>                              | 1.24  | -0.44     | <b>-1.93</b>                               | <b>1.43</b>     | -0.50     |
| X vs A ( <i>MW P</i> -value) | 0.376                                     | <b>5.34E-09</b> |           | <b>5.93E-03</b>                           | 0.247 |           | <b>1.64E-04</b>                            | <b>5.49E-03</b> |           |

\*autosomal totals exclude genes on the 4th chromosome

# Supplementary material for: Sex Chromosome-Specific Regulation in the Drosophila Male Germline But Little Evidence for Chromosomal Dosage Compensation or Meiotic Inactivation
**Source:** PLoS Biol. 2011 Aug 16;9(8):e1001126. doi: 10.1371/journal.pbio.1001126
**Supplement:** Table S3 — Number of genes with significant differences in expression between stages of spermatogenesis (FDR = 0.005).

Supplementary Table 3. Number of genes with significant differences in expression between stages of spermatogenesis (FDR = 0.005)

| <i>FDR = 0.005</i>            |             | Early changes (premeiosis:meiosis) |         |                 |                | Late changes (meiosis:postmeiosis) |                |       |         | Net change (premeiosis:postmeiosis) |                |       |         |
|-------------------------------|-------------|------------------------------------|---------|-----------------|----------------|------------------------------------|----------------|-------|---------|-------------------------------------|----------------|-------|---------|
| chromosomal arm               | # expressed | down                               |         | up              |                | down                               |                | up    |         | down                                |                | up    |         |
| 2L                            | 2204        | 358                                | (16.2%) | 332             | (15.1%)        | 404                                | (18.3%)        | 229   | (10.4%) | 598                                 | (27.1%)        | 420   | (19.1%) |
| 2R                            | 2356        | 422                                | (17.9%) | 325             | (13.8%)        | 380                                | (16.1%)        | 278   | (11.8%) | 610                                 | (15.9%)        | 448   | (19.0%) |
| 3L                            | 2335        | 392                                | (16.8%) | 328             | (14.0%)        | 351                                | (15.0%)        | 233   | (10.0%) | 589                                 | (25.2%)        | 421   | (18.0%) |
| 3R                            | 3009        | 532                                | (17.7%) | 360             | (12.0%)        | 480                                | (16.0%)        | 301   | (10.0%) | 757                                 | (25.2%)        | 512   | (17.0%) |
| 4                             | 58          | 22                                 | (37.9%) | 5               | (8.6%)         | 7                                  | (12.1%)        | 8     | (13.8%) | 21                                  | (36.2%)        | 5     | (8.6%)  |
| X                             | 1943        | 324                                | (16.7%) | <b>195</b>      | <b>(10.0%)</b> | <b>239</b>                         | <b>(12.3%)</b> | 215   | (11.1%) | <b>433</b>                          | <b>(22.3%)</b> | 319   | (16.4%) |
| A*                            | 9904        | 1704                               | (17.2%) | <b>1345</b>     | <b>(13.6%)</b> | <b>1615</b>                        | <b>(16.3%)</b> | 1041  | (10.5%) | <b>2554</b>                         | <b>(25.8%)</b> | 1801  | (18.2%) |
| X vs A ( <i>FET P</i> -value) |             | 0.598                              |         | <b>1.54E-05</b> |                | <b>6.37E-06</b>                    |                | 0.468 |         | <b>0.001</b>                        |                | 0.065 |         |

\*autosomal totals exclude genes on the 4th chromosome

# Supplementary material for: Sex Chromosome-Specific Regulation in the Drosophila Male Germline But Little Evidence for Chromosomal Dosage Compensation or Meiotic Inactivation
**Source:** PLoS Biol. 2011 Aug 16;9(8):e1001126. doi: 10.1371/journal.pbio.1001126
**Supplement:** Table S4 — Median log2 magnitude of changes in expression between stages of spermatogenesis (FDR = 0.005).

Supplementary Table 4. Median log2 magnitude of changes in expression between stages of spermatogenesis (FDR = 0.005)

| <b><i>FDR = 0.005</i></b>    | <u>Early changes (premeiosis:meiosis)</u> |                 |           | <u>Late changes (meiosis:postmeiosis)</u> |       |           | <u>Net change (premeiosis:postmeiosis)</u> |                 |           |
|------------------------------|-------------------------------------------|-----------------|-----------|-------------------------------------------|-------|-----------|--------------------------------------------|-----------------|-----------|
| chromosomal arm              | down                                      | up              | down - up | down                                      | up    | down - up | down                                       | up              | down - up |
| 2L                           | -1.16                                     | 1.33            | 0.18      | -1.79                                     | 1.52  | -0.27     | -2.01                                      | 1.72            | -0.29     |
| 2R                           | -1.17                                     | 1.36            | 0.19      | -1.77                                     | 1.43  | -0.34     | -2.10                                      | 1.65            | -0.45     |
| 3L                           | -1.10                                     | 1.35            | 0.25      | -1.93                                     | 1.37  | -0.56     | -2.02                                      | 1.55            | -0.47     |
| 3R                           | -1.10                                     | 1.28            | 0.18      | -1.87                                     | 1.41  | -0.46     | -2.04                                      | 1.59            | -0.45     |
| 4                            | -1.19                                     | 1.13            | -0.06     | -1.08                                     | 2.35  | 1.27      | -1.53                                      | 1.74            | 0.21      |
| X                            | -1.17                                     | <b>1.08</b>     | -0.09     | <b>-1.72</b>                              | 1.54  | -0.18     | <b>-1.84</b>                               | <b>1.48</b>     | -0.36     |
| A*                           | -1.12                                     | <b>1.33</b>     | 0.21      | <b>-1.85</b>                              | 1.43  | -0.42     | <b>-2.04</b>                               | <b>1.61</b>     | -0.43     |
| X vs A ( <i>MW P</i> -value) | 0.126                                     | <b>3.82E-09</b> |           | <b>1.84E-01</b>                           | 0.099 |           | <b>3.21E-04</b>                            | <b>7.15E-03</b> |           |

\*autosomal totals exclude genes on the 4th chromosome

# Supplementary material for: Sex Chromosome-Specific Regulation in the Drosophila Male Germline But Little Evidence for Chromosomal Dosage Compensation or Meiotic Inactivation
**Source:** PLoS Biol. 2011 Aug 16;9(8):e1001126. doi: 10.1371/journal.pbio.1001126
**Supplement:** Table S5 — Number of genes with significant differences in expression between stages of spermatogenesis (2-fold cutoff).

Supplementary Table 5. Number of genes with significant differences in expression between stages of spermatogenesis (2-fold cutoff)

| <i>2-fold cutoff</i>          |             | Early changes (premeiosis:meiosis) |         |                 |                | Late changes (meiosis:postmeiosis) |                |       |         | Net change (premeiosis:postmeiosis) |                |                 |                |
|-------------------------------|-------------|------------------------------------|---------|-----------------|----------------|------------------------------------|----------------|-------|---------|-------------------------------------|----------------|-----------------|----------------|
| chromosomal arm               | # expressed | down                               |         | up              |                | down                               |                | up    |         | down                                |                | up              |                |
| 2L                            | 2204        | 318                                | (14.4%) | 353             | (16.0%)        | 545                                | (24.7%)        | 305   | (13.8%) | 707                                 | (32.1%)        | 471             | (21.4%)        |
| 2R                            | 2356        | 380                                | (16.1%) | 351             | (14.9%)        | 553                                | (23.5%)        | 361   | (15.3%) | 712                                 | (30.2%)        | 507             | (21.5%)        |
| 3L                            | 2335        | 329                                | (14.1%) | 337             | (14.4%)        | 535                                | (22.9%)        | 302   | (12.9%) | 723                                 | (31.0%)        | 434             | (18.6%)        |
| 3R                            | 3009        | 441                                | (14.7%) | 371             | (12.3%)        | 714                                | (23.7%)        | 406   | (13.5%) | 943                                 | (31.3%)        | 590             | (19.6%)        |
| 4                             | 58          | 16                                 | (27.6%) | 4               | (6.9%)         | 11                                 | (19.0%)        | 11    | (19.0%) | 24                                  | (41.4%)        | 4               | (6.9%)         |
| X                             | 1943        | 318                                | (16.4%) | <b>173</b>      | <b>(8.9%)</b>  | <b>350</b>                         | <b>(18.0%)</b> | 312   | (16.1%) | <b>540</b>                          | <b>(27.8%)</b> | <b>328</b>      | <b>(16.9%)</b> |
| A*                            | 9904        | 1468                               | (14.8%) | <b>1412</b>     | <b>(14.3%)</b> | <b>2347</b>                        | <b>(23.7%)</b> | 1374  | (13.9%) | <b>3085</b>                         | <b>(31.1%)</b> | <b>2002</b>     | <b>(20.2%)</b> |
| X vs A ( <i>FET P</i> -value) |             | 0.083                              |         | <b>4.63E-11</b> |                | <b>2.57E-08</b>                    |                | 0.013 |         | <b>0.003</b>                        |                | <b>6.65E-04</b> |                |

\*autosomal totals exclude genes on the 4th chromosome

# Supplementary material for: Sex Chromosome-Specific Regulation in the Drosophila Male Germline But Little Evidence for Chromosomal Dosage Compensation or Meiotic Inactivation
**Source:** PLoS Biol. 2011 Aug 16;9(8):e1001126. doi: 10.1371/journal.pbio.1001126
**Supplement:** Table S6 — Median log2 magnitude of changes in expression between stages of spermatogenesis (2-fold cutoff).

Supplementary Table 6. Median log2 magnitude of changes in expression between stages of spermatogenesis (2-fold cutoff)

| <i>2-fold cutoff</i><br>chromosomal arm | <u>Early changes (premeiosis:meiosis)</u> |                 |           | <u>Late changes (meiosis:postmeiosis)</u> |       |           | <u>Net change (premeiosis:postmeiosis)</u> |             |           |
|-----------------------------------------|-------------------------------------------|-----------------|-----------|-------------------------------------------|-------|-----------|--------------------------------------------|-------------|-----------|
|                                         | down                                      | up              | down - up | down                                      | up    | down - up | down                                       | up          | down - up |
| 2L                                      | -1.48                                     | 1.43            | -0.05     | -1.79                                     | 1.72  | -0.07     | -1.97                                      | 1.84        | -0.13     |
| 2R                                      | -1.41                                     | 1.41            | 0.00      | -1.72                                     | 1.73  | 0.01      | -2.05                                      | 1.74        | -0.31     |
| 3L                                      | -1.41                                     | 1.40            | -0.01     | -1.86                                     | 1.63  | -0.24     | -2.00                                      | 1.74        | -0.26     |
| 3R                                      | -1.40                                     | 1.40            | 0.00      | -1.76                                     | 1.69  | -0.07     | -1.97                                      | 1.73        | -0.24     |
| 4                                       | -1.65                                     | 1.28            | -0.37     | -1.67                                     | 2.35  | 0.68      | -1.63                                      | 2.16        | 0.53      |
| X                                       | -1.39                                     | <b>1.26</b>     | -0.13     | <b>-1.64</b>                              | 1.60  | -0.04     | <b>-1.81</b>                               | <b>1.70</b> | -0.11     |
| A*                                      | -1.41                                     | <b>1.41</b>     | 0.00      | <b>-1.78</b>                              | 1.69  | -0.09     | <b>-2.00</b>                               | <b>1.75</b> | -0.25     |
| X vs A ( <i>MW P</i> -value)            | 0.433                                     | <b>1.25E-09</b> |           | <b>0.009</b>                              | 0.046 |           | <b>1.63E-05</b>                            | 0.281       |           |

\*autosomal totals exclude genes on the 4th chromosome

# Supplementary material for: Sex Chromosome-Specific Regulation in the Drosophila Male Germline But Little Evidence for Chromosomal Dosage Compensation or Meiotic Inactivation
**Source:** PLoS Biol. 2011 Aug 16;9(8):e1001126. doi: 10.1371/journal.pbio.1001126
**Supplement:** Table S7 — RNAseq statistics.

Supplementary Table 7. RNAseq statistics

|                                  | wildtype testes | wildtype ovaries | <i>bam</i> testes | <i>bam</i> ovaries |
|----------------------------------|-----------------|------------------|-------------------|--------------------|
| total reads                      | 30013546        | 29736261         | 32806238          | 41730579           |
| mapped reads                     | 19849063        | 22780977         | 20971625          | 21077212           |
| # FlyBase transcripts (RPKM > 1) | 11888           | 11256            | 12830             | 13077              |
| # FlyBase genes (RPKM > 1)       | 9978            | 7811             | 8895              | 8963               |

How the deposited data were processed for this re-analysis (not part of the article)

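RNA from premeiotic cells of the testis (apical tips without sheath), male thorax and female thorax of mated flies was measured on 12 Agilent Drosophila arrays in 1 colour, with 4 RNA pools per tissue, 2 of each tissue on each of its slides and 3 slides in all. The paper gives an age of 1 to 6 d, and the deposited sample descriptions give 2 to 4 d for the testis donors. Each array is a separate RNA pool, and the replicate numbers pair no samples. Each pair of tissues shares 1 slide, so slide was tried as a block and each comparison was also made within the shared slide. Slides 2 and 3 were scanned on the same day and slide 1 on another.

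The authors deposited 1 file per array from Agilent Feature Extraction 10.5.1.1 (protocol GE1_105_Dec08), with the processed signal in units of intensity. To make this intensity, the authors' scanner software subtracted the background, corrected spatial and multiplicative trends, and put a small positive value in place of signals near or below background. No spot was saturated, so leaving out saturated probes changes nothing. The authors also deposited a table of log2 values with 1 column per tissue and 18540 probes. Its values equalled the mean over the arrays of log2 signal of the spots marked positive and significant within 0.001 for 95.3% of premeiotic values, 96.9% of male thorax values and 95.1% of female thorax values. The rule by which other dim values were left out of that table could not be settled, so the array files are the main source and the table is an alternative.

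From the array files, spots marked as uneven or as outliers among replicate spots were left out, the signals of a probe's remaining spots were averaged, and log2 was taken. Probes were named by gene number or accession through the Release 6 plus ISO1 MT reference table. A gene was found for 19482 of 32162 probes, 12680 had none, and 659 of these carried a gene number that could not be placed. The file headers name the older builds Dm3 and BDGP5.4, so the reference table served for names and chromosomes alone and no coordinates are given. The paper's text does not name the annotation used for the chromosomes.

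For the comparison of X-linked with autosomal probes, log2 signals were averaged over the 4 arrays of a tissue without scaling, and probes with a mean under 7.0 in all 3 tissues were removed, as the paper's methods state. The medians over X-linked probes and over those of 2L, 2R, 3L and 3R were compared by a 2-sided permutation test over probes (100000 permutations, 10000 for alternatives), with the Mann-Whitney test of the paper beside it, and intervals came from 2000 bootstrap resamples of probes. The same difference within each array was compared between tissues by an exact permutation test. In a simulation on the female thorax values (17233 probes, 100 repeats), shifts of 0, 0.1, 0.3 and 0.6 on the log2 scale were called in 7, 20, 97 and 100 repeats, with mean estimates of 0.00, 0.10, 0.30 and 0.59. Chromosome arms were each set against the other autosomal arms per array.

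Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), with all 12 arrays in 1 fit, on log2 signal minus the array's 75th percentile. The paper names limma and states no scaling between arrays. Probes were tested where they were well above background on all 4 arrays of at least 1 tissue, a gene was counted by its probe of highest mean, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Every alternative fit, including those that left out an array, chose this probe again from its own values. A gene's value there can therefore be that of another probe. Where a gene was well above background on 0 arrays of a tissue, its fold is given as a lower bound. Of 3560 genes with several probes, 229 had probes called in both directions between premeiotic cells and male thorax. Tested on simulated data (12058 genes, 200 changed), the fit of premeiotic cells against male thorax called 2.0%, 4.0%, 66.0% and 90.0% of genes changed 1.4-fold, 2-fold, 4-fold and 8-fold. With the spread taken from the fit without premeiotic replicate 1 it called 12.0%, 38.0%, 78.0% and 86.0% (12057 genes). In the real comparison 9760 genes were called, which loosens the adjusted threshold. These shares therefore do not describe how often small changes were called there.

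Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and members were counted over all genes and adjusted over the list alone. The lists cover the dosage compensation complex, the genes the paper names, muscle structure, glycolysis, the respiratory chain, testis copies of energy genes, germline stem cells and spermatogonia, the mitotic cycle, meiotic arrest, spermatocyte and spermatid differentiation, Y-linked fertility genes, axonemal dyneins, testis and somatic proteasome subunits, hub and cyst cells, testis sheath, accessory gland, ovary, yolk and sex determination, fat body, neurons, haemocytes and trachea, antimicrobial peptides, heat shock, ribosomal proteins and their testis copies. Genes named in the text were drawn from those past the threshold with non-overlapping arrays and the 10 largest rises or falls, the genes the paper names, the dosage compensation complex, and for each list with calls the 2 members that rose most and the 2 that fell most. Not every gene so chosen is named.

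The alternatives tried were other background corrections (the background-subtracted signal with values under 1 set to 1, and normexp with an offset of 50 on median spot and median background signal, since the files hold no mean spot signal), the deposited value table, other filters on dim probes (none, log2 of 6.0 or 8.0, well above background), 1 value per gene, the fourth chromosome included, the mean in place of the median, outlier spots kept, other scalings (none, each array's median, quantile), slide as a fixed or random block or the shared slide alone, only the tissues compared in the fit, stricter thresholds, and, except for the gene lists, each array left out in turn. Further alternatives, chosen after the values were seen, used only positive and significant spots, only the probes of the value table, or left out premeiotic replicate 1 together with other changes or, for the gene lists, alone. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, statmod 1.5.0 and data.table 1.17.8. The paper's experiments on SL2 cells, other dissections, RNA-seq, quantitative PCR and transgenes were not analysed here.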

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

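The tests on premeiotic replicate 1, on testis transcripts in male thorax and on female RNA were chosen only after the result was seen, and those on the fourth chromosome were set beforehand.

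Premeiotic replicate 1 stood apart from the other premeiotic arrays in several measures, by the size of its gap to the nearest array. Its median log2 signal was 8.45 against 9.56 to 9.78, and 389 of its spots were set aside against 201 to 219. Arm 3L stood at -0.21 against -0.04 to -0.03, the fourth chromosome at -3.07 against -2.24 to -2.08, and the Y chromosome at -3.17 against -1.29 to -0.99. Among genes of the dosage compensation complex, msl-1 stood at -0.54 against -1.24 to -1.13, msl-2 at -1.54 against -3.60 to -3.42, msl-3 at 2.25 against 1.74 to 1.77, mle at -3.19 against 1.14 to 1.28, mof at 0.61 against -0.13 to -0.03, roX1 at -0.23 against -2.82 to -2.71 and roX2 at -2.93 against -5.39 to -5.17. Other arrays apart were male thorax replicate 3 for arm 2R (0.17 against 0.22 to 0.23) and Yp1 (-2.71 against -5.98 to -5.70), male thorax replicate 4 for roX2 (0.12 against 0.68 to 0.73) and female thorax replicate 4 for the Y chromosome (-7.22 against -6.53 to -6.41). Of 77 groups of 4 arrays tested, 16 had an array apart, where chance gives about 1 in 20, or 3.9.

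On premeiotic replicate 1, 22.4% of the probes bright on the other premeiotic arrays read low. Damage to the array is argued against, since 92.5% of the probes with a low spot and 2 spots were low at both places. Another cell makeup of the pool is argued against as the whole cause, since only 6.3% of the genes with several probes and a low probe had all probes low. Labelled RNA that lacks parts of the transcripts remains a candidate explanation. The share of low probes was 24.4% on the X chromosome and 20.2% to 21.1% on the large autosomal arms, with a highest share 1.21 times the lowest. Other causes can also give shares this close, so they do not single out that explanation. Beyond the makeup of the pool no biological explanation was tested, since the design names no difference between the premeiotic pools.

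Testis transcripts were present on male thorax arrays of slide 2: of 529 genes of testis, chosen as not above background on slide 1, 99.8% were well above background on male thorax replicate 3 (at a median of 0.80% of the premeiotic level) and 46.3% on replicate 4, beside 14.7% and 26.8% on the female thorax arrays of slide 3 in the same positions. The female thorax arrays of slide 3 differed from those of slide 1 by a median of -0.06 on the log2 scale, and a leak shared by slides with premeiotic arrays is argued against for replicate 3, since the lower quartile of its rise lay 1.76 above the upper quartile in the female array of its position, while for replicate 4 this distance was -0.27 and a leak cannot be excluded. Signal from premeiotic replicate 1 is argued against for replicate 3, since testis genes low on that array differed from the rest by -0.02 (31 genes). Testis RNA at 1 share in the pool may explain replicate 3, since the middle 50 percent of testis genes spanned 0.60 (-7.23 to -6.63). Signal or RNA from premeiotic replicate 2, in the next position on slide 2, would give such a span too and was not tested as a source. The span therefore cannot tell these apart. Whether the higher Yp1 on the same array came from female RNA cannot be told apart, since the 3 yolk protein genes had a median of 2.39 above the mean of the other male arrays (2.99, 0.47 and 0.72 above the highest of them), and the 0.14% of female RNA that Yp1 needs would move the 36 genes of female thorax by a median of only 0.04, where -0.03 was found.

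Fourth-chromosome genes were lower in premeiotic cells than in male thorax. Signals near the floor are argued against, since among 62 genes well above background on all 12 arrays the fourth chromosome still changed by -1.60 relative to the autosomal arms (95% interval -2.55 to -0.88). The thorax level of these genes is argued against, since 1.85% of draws of autosomal genes matched on it changed as much, and premeiotic replicate 1 is argued against, since the change was -2.38 without it. The tissue, which the design names, stays open as a biological explanation and may be the source, as a hypothesis from these data.

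Between tissues, arms differed by exact permutation tests with p = 0.0286, the smallest that 4 arrays against 4 allow, in premeiotic cells against male thorax and against female thorax. Arm 2L differed by 0.43 and 0.40, 2R by -0.30 and -0.32 (-0.26 against male thorax with no filter, which did not pass at an exact p = 0.0571), the X chromosome by -0.68 and -0.65, the fourth chromosome by -4.30 and -4.35, and the Y chromosome by 4.74 and 5.03. By the median change per gene, a different measure from these medians of probes, fourth-chromosome genes changed by -2.57 and autosomal genes by -0.21 against male thorax over all arrays. By that measure, relative to the large autosomal arms, fourth-chromosome genes changed by -2.37 against male thorax within slide 2 and by -2.37 against female thorax within slide 3. In data the paper does not report on, 15 of 17 Y-linked genes were higher in premeiotic cells than in male thorax and 13 of 13 mitochondrial genome genes were lower.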

How the results depend on the processing

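The alternatives using only positive and significant spots, only the probes of the value table, and premeiotic replicate 1 left out together with another change or, for the gene lists, alone were chosen only after the result was seen, and the rest were set beforehand.

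The difference between autosomal and X-linked medians in premeiotic cells kept its direction and its call in all 30 alternatives, from 0.42 to 0.71 (0.61 to 0.68 without 1 array). The change from male thorax to premeiotic cells did so in all 32, from 0.46 to 0.76 (0.63 to 0.73). For male thorax 29 of 30 kept the result (-0.05 to -0.02 without 1 array) and for female thorax 29 of 30 (0.01 to 0.07). With probes well above background on all arrays of the tissue, male thorax gave 0.21 (permutation p = 0.0019) and female thorax 0.15 (permutation p = 0.0371). The change from female to male thorax was -0.04 (permutation p = 0.0074) with slide as a fixed block and kept its result in the other 31 of 32 (-0.02 to 0.00 without 1 array). Small thorax differences that changed sign without passing a test are counted as keeping their result. The X-linked share of the brightest premeiotic probes stayed between 10.3% and 11.7% (10.7% to 11.1% without 1 array), and the thorax correlation between 0.974 and 0.984. The cause of the changes was not tested.

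Genes that differed between premeiotic cells and male thorax numbered 6723 to 10781 (9424 to 10781 without 1 array), and against female thorax 8802 to 10887 (9371 to 10780). Genes that differed between male and female thorax numbered 65 without scaling, 40 with each array's median set equal, 63 with normexp, 1089 within slide 1, 396 with only the thorax arrays in the fit, and 54 at an adjusted p under 0.01. Leaving out premeiotic replicate 1 and male thorax replicate 3 gave 916, and quantile normalization without premeiotic replicate 1 gave 878. Without 1 array the number ran from 61 (male thorax replicate 2) to 1108 (premeiotic replicate 1). All 111 genes were among the 1108.

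Under quantile normalization, the list medians of male against female thorax, relative to all genes, reversed from -0.10 to 0.21 (adjusted p = 0.0233 from limma's camera) for glycolysis and from -0.41 to 0.06 (adjusted p = 0.139) for the respiratory chain. For muscle structure only the direction given by camera reversed, with a median of 0.09 that rose to 0.26 (adjusted p = 0.0261). The gene msl-2 in premeiotic cells against female thorax reversed to 1.15 (adjusted p = 0.0292 from limma) without scaling. Of 42 results for chromosome arms 36 kept direction and call, 1 lost its call and 5 gained one. Of 312 list results 281 kept them, 19 lost a call and 9 gained one. Of 1470 gene results 1422 kept them, 40 lost a call and 7 gained one. The causes were not tested. Signal over background limits dim genes in all 3 tissues, with 57.8% to 75.0% of probes on premeiotic arrays and 64.4% to 74.4% on thorax arrays well above background.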

Differences from the paper's values

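The alternatives that use only positive and significant spots or only the probes of the value table were chosen only after the result was seen.

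For the change from male thorax to premeiotic cells, the paper's value is 0.568 (Figure 2B) and the value found here is 0.70. Of the alternatives set before the data were examined, the value table, no filter on dim probes and quantile normalization gave values within the paper's, as did 1 chosen after seeing the values (only positive and significant spots), so that 4 of 32 alternatives reached it and the rest did not.

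For Figure 1, read by eye, the paper's difference in female thorax is about 0.06 and the value here is 0.04. Of the alternatives, 9 of 30 reached it (a filter at log2 of 6.0, the fourth chromosome included, and leaving out premeiotic replicate 1, 3 or 4, male thorax replicate 1 or 3, or female thorax replicate 3 or 4), and the rest did not. The paper's difference in premeiotic cells is about 0.56 and the value here is 0.61. It was reached by 8 of 30 alternatives: the background-subtracted signal, normexp, the value table, probes well above background on all arrays of the tissue, 1 value per gene by the mean, the fourth chromosome included, and both alternatives chosen after seeing the values.

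For Fig. S2, read by eye, the paper's premeiotic differences with 0%, 20%, 50%, 60% and 90% of probes removed are about 0.48, about 0.62, about 0.36, about 0.26 and about 0.05, and those here are 0.62, 0.71, 0.47, 0.21 and 0.11. The value table gave 0.48, 0.63, 0.38, 0.23 and 0.07, and the means without premeiotic replicate 1 gave 0.58, 0.63, 0.32, 0.28 and 0.06, all of which lie within the SD between arrays (n = 4) of the paper's values, the measure of reaching a value used here. In male thorax with 40%, 70% and 90% removed the paper's are about 0.27, about 0.04 and about -0.1, and those here are 0.21, 0.07 and -0.16, of which the value table reached the last. In female thorax with 0%, 20%, 30%, 40%, 50%, 70%, 80% and 90% removed the paper's are about 0.13, about 0.14, about 0.2, about 0.25, about 0.2, about -0.06, about -0.05 and about 0.02, and those here are 0.04, 0.19, 0.17, 0.22, 0.24, 0.04, -0.10 and -0.07, of which the value table reached those at 0%, 20%, 50% and 80%.

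The paper describes the signals on these arrays as having a pair of clear modes. In both thoraxes a second mode stood between 10 and 11 on the log2 scale (2933 and 2867 probes), while in premeiotic cells the count per log2 unit fell to 1966 between 12 and 13 and reached 2125 between 15 and 16.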

Other observations

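The tests of a shift of X-linked genes above background or bright in male thorax, of genes shut off in a tissue and of other splits of the arrays were chosen only after the result was seen, and that of a shift over all genes was set beforehand.

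Lists of genes of other organs were also compared, and whether their transcripts came from those organs or from cells of the testis tip was not tested. Of 16 genes of the accessory gland and ejaculatory duct 13 were higher and 1 was lower in premeiotic cells than in male thorax (camera, adjusted p = 0.015, and adjusted p = 0.465 with an estimated correlation), a list that did not pass with no scaling between arrays (adjusted p = 0.1). Acp36DE, a seminal fluid protein gene, was at least 226-fold higher, and Est-6, an esterase gene, fell by 9.19. Of 11 antimicrobial peptide genes 1 was higher and 9 were lower (camera, adjusted p = 0.101), with CecA1 higher by 2.77 and Drs down by -8.45 on the log2 scale. Of 13 heat shock genes 6 were higher and 1 was lower (camera, adjusted p = 0.18), with Hsp68 higher by 3.42 and Hsp22 down by -3.66. Of 10 chorion and vitelline membrane genes 1, Cp7Fb, was higher and 5 were lower, which came to 5 higher and 1 lower without scaling (camera, adjusted p = 0.868). Of 8 genes of yolk and sex determination 1, tra2, was higher by 2.73 and 4 were lower, which came to 4 higher and 3 lower without scaling, with dsx down by -5.55 (camera, adjusted p = 0.336).

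Of 19 genes that the paper names as targets or controls of other experiments, 6 were higher and 11 were lower in premeiotic cells than in male thorax, which came to 8 and 7 without scaling (camera, adjusted p = 0.239). The sperm-specific gene ocn was higher by 8.08 (standard error 0.78, adjusted p = 8.3e-07 from limma), or by 9.00 without male thorax replicate 3. The gene peng passed narrowly (0.67, standard error 0.29, adjusted p = 0.0457), and it did not pass with slide as a fixed block (0.37, adjusted p = 0.172), with quantile normalization (0.60, adjusted p = 0.0746) or without any 1 of premeiotic replicates 1, 2 and 4, male thorax replicates 1, 2 and 3 and female thorax replicate 1 (0.50 to 0.73, adjusted p = 0.0542 to 0.12). The control gene alphaTub84D did not pass (0.22, adjusted p = 0.125), but it was higher in premeiotic cells by 2.57 without scaling and by 1.92 with quantile normalization. Between male and female thorax 1 of these genes, RpL32, was called, at -0.76 (standard error 0.13, adjusted p = 0.0176). That call was lost with no scaling between arrays (-0.45, adjusted p = 0.515), with quantile normalization (-0.29, adjusted p = 0.554) and without any 1 of male thorax replicates 1, 2 and 4 and female thorax replicate 3 (-0.75 to -0.72, adjusted p = 0.0538 to 0.0774).

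Ribosomal protein genes were lower in male than in female thorax in 20 of 80 cases and higher in 0, or 73 and 0 when adjusted over the list alone (camera, adjusted p = 2.6e-62, and adjusted p = 0.048 with an estimated correlation). The number lower was 1 without scaling, 8 with slide as a block, 7 within slide 1, and 74 without premeiotic replicate 1. RpL37-1 fell by 4.15 (standard error 0.43, adjusted p = 3.3e-04). Of 21 mitotic genes limma called 0 between the sexes, with 7 lower at an unadjusted p under 0.05 (camera, adjusted p = 1.7e-06, and adjusted p = 0.497 with an estimated correlation). Of 10 chorion and vitelline membrane genes limma called 0, with 3 lower in males at an unadjusted p under 0.05 (camera, adjusted p = 0.0397, and adjusted p = 0.631 with an estimated correlation). With slide as a block that list did not pass (camera, adjusted p = 0.121). Whether ovary tissue was in the female pools was not tested. Of the germline list 1 gene, squ, was higher in male thorax by 1.24 (standard error 0.17, adjusted p = 0.00387).

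The lower expression of X-linked genes in premeiotic cells than in male thorax was weighed against a single shift. A shift of the same size for all 1872 X-linked genes is argued against only if X-linked and autosomal genes otherwise change alike between these tissues. At the lowest decile of the changes they differed by -0.08 (95% interval -0.46 to 0.38), which lies -0.85 from their difference at the median. That condition was not tested, and the paper names gene content as another possible source of X-autosome differences. A single shift on top of such differences can therefore not be excluded by the deciles. Among 1290 X-linked genes well above background on all 12 arrays the largest distance was -0.79 (interval of the difference there -0.44 to 0.15), but the change itself decides which genes are in that set, which holds 68.9% of X-linked genes and 36.7% of those that fell most, so there the shift cannot be told apart. Among 729 X-linked genes with a mean male thorax signal above the arrays' 75th percentile, chosen without regard to premeiotic cells, the distance was -0.98 (interval of the difference -1.06 to 0.19), and with 4.1% of them well above background on at most 1 premeiotic array the floor does not set the lowest decile. With the limit on that signal at any whole number from -4 to 2 on the log2 scale, at least 1 decile lay apart from the median by the same rule. Above 0 only the second lowest decile did. The largest distance of any decile ran from -0.63 to -0.98. The difference at the median itself was 0.57 with the limit at -4, 0.41 at 0, 0.16 at 1 and 0.14 at 2, so it was small among the genes brightest in male thorax. Genes shut off in 1 tissue are argued against as the whole cause, since among the 1290 genes above background on all 12 arrays the change still differed by 0.63 at the median (95% interval 0.45 to 0.88). That set kept fewer X-linked than autosomal genes of the lowest decile of the change (36.7% against 45.0%) and more of the highest (8.5% against 6.1%), which lowers this difference and does not raise it.

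The number of genes called was set against that of the other splits of the arrays into 4 and 4, of which there are 35 per comparison. Between premeiotic cells and male thorax 1 split, the real one, called as many as 9760, and the highest other called 2. Between premeiotic cells and female thorax 1 split, the real one, called as many as 9700, and the highest other called 1. In both comparisons every other split mixes the tissues within its groups, which widens their spread, so few calls were bound to follow. These splits therefore cannot decide whether chance made the calls. Between male and female thorax 2 splits called as many as 111, the real one and, at 1084, the split that follows the slides, which points to a structure of the arrays. A split that follows the slides is not a chance one, so these counts do not decide whether chance can be excluded. The other splits, which do not follow the slides, called at most 13. With slide as a block 99 genes were called, and within slide 1 there were 1089.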
